# ERdj5 protects goblet cells from endoplasmic reticulum stress-mediated apoptosis under inflammatory conditions

**DOI:** 10.1038/s12276-023-00945-x

**Published:** 2023-02-09

**Authors:** Hyunjin Jeong, Eun-Hye Hong, Jae-Hee Ahn, Jaewon Cho, Jae-Hyeon Jeong, Chae-Won Kim, Byung-Il Yoon, Ja Hyun Koo, Yun-Yong Park, Yoon Mee Yang, Takao Iwawaki, Bruce A. Vallance, Sun-Young Chang, Hyun-Jeong Ko

**Keywords:** Apoptosis, Acute inflammation, Ulcerative colitis, Endoplasmic reticulum

## Abstract

Endoplasmic reticulum stress is closely associated with the onset and progression of inflammatory bowel disease. ERdj5 is an endoplasmic reticulum-resident protein disulfide reductase that mediates the cleavage and degradation of misfolded proteins. Although ERdj5 expression is significantly higher in the colonic tissues of patients with inflammatory bowel disease than in healthy controls, its role in inflammatory bowel disease has not yet been reported. In the current study, we used *ERdj5*-knockout mice to investigate the potential roles of ERdj5 in inflammatory bowel disease. ERdj5 deficiency causes severe inflammation in mouse colitis models and weakens gut barrier function by increasing NF-κB-mediated inflammation. ERdj5 may not be indispensable for goblet cell function under steady-state conditions, but its deficiency induces goblet cell apoptosis under inflammatory conditions. Treatment of *ERdj5*-knockout mice with the chemical chaperone ursodeoxycholic acid ameliorated severe colitis by reducing endoplasmic reticulum stress. These findings highlight the important role of ERdj5 in preserving goblet cell viability and function by resolving endoplasmic reticulum stress.

## Inflammatory bowel disease: A protective enzyme in intestinal goblet cells

Studies of inflammatory bowel disease (IBD) in mice reveal the role of an enzyme that assists the degradation of mis-folded proteins in the ‘goblet’ cells involved in producing the mucus barrier that lines and protects the interior of the gut. The most common forms of IBD are ulcerative colitis and Crohn’s disease. Researchers in South Korea led by Hyun-Jeong Ko at Kangwon National University, Chuncheon, and Sun-Young Chang at Ajou University, Suwon, compared goblet cell biology in normal mice with mice in which the gene encoding the protein-degrading enzyme ERdj5 had been disabled. This showed that ERdj5 protects goblet cells from a form of stress-mediated cell death that occurs during gut inflammation. The results suggest that drugs modifying the molecular mechanisms underlying ERdj5’s actions could open new avenues towards preventing and treating IBD.

## Introduction

The biological barrier of the gut consists of a monolayer of epithelial cells, immune cells, and the microbiota^1^. The outer surface of the epithelium, which is covered with a sticky layer of mucus, acts as a physical barrier, preventing the entry of noxious substances and enteric pathogens into the body^2^. In the colon, two layers of mucus constitute a thick inner layer that is firmly adherent to the epithelium and impermeable to commensal bacteria and a loose outer layer where the microbiota resides^3^. There are two forms of mucin in the gut: secreted and transmembrane mucins. Secreted mucins, such as mucin 2 (MUC2), form the mucus barrier, whereas transmembrane mucins, such as MUC1, MUC3, MUC4, MUC12, MUC13, and MUC17, are involved in signaling events and barrier defense^4^. Goblet cells produce highly glycosylated mucins to protect the vulnerable intestinal tract^5^. Additionally, colonic mucins provide a niche and energy source for the gut microbiome and act as a physical barrier against pathogens^3,6^. A defective mucus layer with reduced goblet cells is a common characteristic feature of ulcerative colitis (UC)^7^. However, the mechanism underlying goblet cell dysfunction or reduction in patients with UC has not been clearly defined.

The accumulation of misfolded or unfolded proteins within the endoplasmic reticulum (ER) induces the unfolded protein response (UPR) to relieve ER stress^8^. The UPR is a highly conserved mechanism in metazoans and consists of three ER-associated pathways that initiate adaptive transcriptional programs within the nucleus: PKR-like ER-resident kinase (PERK), activated transcription factor 6 (ATF6), and inositol-requiring enzyme 1 (IRE1)/X-box binding protein 1 (XBP-1)^9,10^. Several components of the UPR, including XBP-1, are essential for the biogenesis of the cellular secretory machinery of the exocrine glands^11^. Recently, it was reported that unabated ER stress resulting from the genetic deletion of XBP-1 or misfolded MUC2 within intestinal epithelial cells (IECs), leads to inflammation in the intestinal tract in mice, which is similar to IBD^12,13^. Moreover, it has been shown that polymorphisms in several genes, including XBP-1 and anterior gradient protein-2 (AGR2), increase the risk of both forms of IBD: Crohn’s disease (CD) and UC^13,14^. Elevated ER stress-induced localized intestinal inflammation has been suggested to be associated with the dysfunction of Paneth cells and goblet cells^15^.

Protein disulfide isomerases (PDIs), including endoplasmic reticulum-resident protein 57 (ERp57), endoplasmic reticulum DnaJ domain-containing protein 5 (ERdj5), and AGR2, are a family of ER foldases that catalyze disulfide reduction, oxidation, and isomerization^16^. These factors reduce ER stress by inhibiting the aggregation of unfolded/misfolded proteins in the ER, suggesting a potential role for PDIs as chaperones^17^. PDIs are important for the proper folding and quality control of secreted proteins^18^. MUC2 is a highly glycosylated glycoprotein that acts as a primary defender in IECs and is produced by goblet cells. *MUC2*-knockout (KO) mice develop spontaneous inflammation due to increased exposure to microbial products from the normal flora^19,20^. Considering that MUC2 protein synthesis is regulated by PDIs, defects in AGR2 or ERdj5 may result in misfolded mucin production. Thus, AGR2 deficiency results in the loss of intestinal gel-forming mucus and induces spontaneous inflammation of the intestines in humans and mice^21^.

ERdj5 has disulfide reductase activity that is required for disulfide reduction of proteins to be translocated into the cytoplasm for ER-associated degradation^22^. ERdj5 is also required for the proper folding of several proteins, including the low-density lipoprotein receptor, as well as for the degradation of misfolded proteins^23^. Functional defects in ERdj5 are associated with well-known ER stress-related diseases, such as Parkinson’s and Alzheimer’s disease^24^. Additionally, ERdj5 expression is increased in the salivary glands of patients with Sjögren’s syndrome^25^. Likewise, *ERdj5-*KO mice exhibit increased levels of ER stress in the salivary gland, exhibiting a Sjögren’s syndrome-like phenotype with spontaneous periductal inflammation in the salivary glands^25^. Thus, the ablation of ERdj5 in mice is likely to induce ER stress in highly secretory cells. However, little is known regarding the role of ERdj5 in mucin production and its involvement in IBD development.

Here, we used *ERdj5-*KO mice to investigate the role of ERdj5 in MUC2 production in colonic goblet cells. In the steady state, *ERdj5-*KO mice did not show abnormalities in MUC2 production. However, in the context of dextran sulfate sodium (DSS)-induced colitis, goblet cells in *ERdj5-*KO mice underwent apoptosis due to increased ER stress, resulting in reduced MUC2 production. Our findings revealed that ERdj5 deficiency further exacerbated inflammation in DSS-induced colitis by enhancing barrier breakdown and increasing NF-κB-mediated inflammation. These results suggest that ERdj5 is crucial for maintaining proper goblet cell function.

## Materials and methods

### Animals and treatments

Female C57BL/6 mice were purchased from Koatech (Pyeongtaek, South Korea). *ERdj5-*KO mice (RBRC05508) were purchased from RIKEN BioResource Center (Ibaraki, Japan)^26^. All experiments were approved by the Institutional Animal Care and Use Committee of Kangwon University (IACUC, admission number KW-190319-1). The mice were bred at the Animal Laboratory Center of Kangwon National University. For acute colitis induction, the mice were administered 2% DSS (molecular weight 36–50 kDa; MP Biomedicals, Solon, OH, USA) in drinking water for 5 days, followed by three consecutive days of tap water. Changes in body weight were monitored daily to assess the degree of colitis. On Day 8, colon length was measured, and histological analysis was performed. The mice were administered 500 mg/kg ursodeoxycholic acid (UDCA; Sigma‒Aldrich, St. Louis, MO, USA) once per day via oral gavage beginning on the first day of DSS treatment for a total of 8 days. Additionally, 1 mg/kg SB225002 (Cayman, Ann Arbor, MI, USA), a CXCR2 antagonist, was intraperitoneally (i.p.) injected once daily into DSS-treated mice. Recombinant mouse IL-22 (50 µg/kg, BioLegend, San Diego, CA, USA) was injected i.p. into DSS-treated mice every other day.

### Quantitative real-time PCR and RNA sequencing

Total RNA was extracted from colon tissues using TRIzol reagent (Ambion, Austin, TX, USA) and a tissue-homogenizing matrix kit (Biostar Korea, Daejeon, Korea). The yield and purity of RNA were confirmed using a UV/Vis Nano spectrophotometer (MicroDigital, Seongnam, Korea), and the RNA was reverse-transcribed into cDNA according to the GoScript Reverse Transcription System Technical Manual (Promega, Madison, WI, USA). Quantitative real-time PCR (qRT‒PCR) was performed on a CFX96 Touch Real-Time PCR Detection System (Bio-Rad, Hercules, CA, USA) using a GoTaq qPCR system. All reactions were performed under the following conditions: 39 cycles of predenaturation at 95 °C for 3 min, denaturation at 95 °C for 10 s, and annealing at 60 °C for 30 s and 72 °C for 30 s. The primers used for qPCR were as follows: *m-GAPDH* forward (5′-TGT GTC CGT GGA TCT GA-3′), *m-GAPDH* reverse (5′-CCT GCT TCA CCA CCT TCT TGA T-3′), *m-MUC2* forward (5′-ATG CCC ACC TCC TCA AAG AC-3′), *m-MUC2* reverse (5′-GTA GTT TCC GTT GGA ACA GTG AA-3′), *m-Zo-1* forward (5′-GAC CAA TAG CTG ATG TTG CCA GAG-3′), *m-Zo-1* reverse (5′-TAT GAA GGC GAA TGA TGC CAG A-3′), *m-Cldn1* (Claudin-1) forward (5′-CTG GAA GAT GAG GTG CAG AAG A-3′), *m-Cldn1* reverse (5′-CCA CTA ATG TCG CCA GAC CTG AA-3′), *m-GRP78* (*BiP*) forward (5′-TGT GGT ACC CAC CAA GAA GTC-3′), *m-GRP78* (*BiP*) reverse (5′-TTC AGC TGT CAC TCG GAG AAT-3′), *m-XBP-1s* forward (5′-GAG TCC GCA GGT G-3′), *m-XBP-1s* reverse (5′-GTG TCA GAG TCC ATG GGA-3′), *m-ATF4* forward (5′-CCT GAA CAG CGA AGT GTT GG-3′), and *m*-*ATF4* reverse (5′-TGG AGA ACC CAT GAG GTT TCA A-3′). All primers were synthesized by Macrogen (Seoul, Korea). RNA quality checks, bioinformatics data analysis, and RNA sequencing were performed by Macrogen. The candidate genes were screened based on *P* values < 0.01 and fold-change > 3. The genes of interest were categorized into multiple biological pathways using KEGG^27^. GO clustering analysis was performed using DAVID 6.7 software^28^. The heatmap was visualized using the R package. Microarray data (GSE16879, GSE36807, and GSE47908) were downloaded from the NCBI gene expression omnibus (GEO). The RNA sequencing data are available to access GEO Series number GSE224087. To compare ERdj5 expression in tissue-derived cells, we reanalyzed a previously published dataset^29^ at the EMBL European Bioinformatics Institute (https://www.ebi.ac.uk) under accession number ENSG00000077232.

### ELISA

Interleukin (IL)-6, IL-1β, IL-10, IL-22, CXCL1 and IFN- γ were measured using mouse uncoated ELISA kits (Invitrogen, Vienna, Austria) and mouse IL-22 and CXCL1 Duosets (R&D systems, Minneapolis, MN, USA). Briefly, murine colon tissues were homogenized using a Minilys personal homogenizer (Bertin Technologies, Montigny-le-Bretonneux, France). Tissue homogenates were centrifuged, and the supernatants were analyzed according to the manufacturer’s instructions. The absorbance was measured at 450 nm using a SpectraMax i3 (Molecular Devices, San Jose, CA, USA).

### Cell isolation and flow cytometry

To analyze immune cells in the lamina propria (LP) of the colon, the mouse colon was inverted in a polyethylene tube^30^. To remove mucus and the epithelium, the colon was treated with 1 mM 1,4-dithiothreitol (DTT; Biosesang, Seongnam, Korea) in phosphate-buffered saline (PBS; Corning Inc., Corning, NY, USA) for 10 min at 20 °C and then with 30 mM ethylene-diamine-tetraacetic acid (EDTA; Invitrogen) for 8 min at 20 °C. To isolate immune cells from the LP, colon tissues were incubated with 108 U/ml collagenase IV (Sigma‒Aldrich) at 37 °C for 90 min, and the cells were harvested by shaking for 12 min at 20 °C. After gradient centrifugation with 44–66% Percoll (GE Healthcare Life Sciences, Uppsala, Sweden), mononuclear immune cells were enriched for further analysis. The cells were stained with a combination of the following antibodies: FITC-conjugated anti-CD45 (30-F11; BioLegend), BV421-conjugated anti-CD11b (M1/70; BioLegend), APC-conjugated anti-Ly6C (HK1.4; BD Biosciences), PE-Cy7-conjugated anti-Ly6G (1A8; BD Biosciences), and 7-AAD (BioLegend). For flow cytometry, cells were acquired using a FACS Verse (BD Biosciences, Bergen County, NJ, USA), and the data were analyzed using FlowJo software V10 (BD Biosciences) and 7-AAD-negative and CD45-positive cells. Intestinal epithelial cells (IECs) and nonepithelial cells (non-IECs) were separately obtained on Day 2 following DSS treatment as described previously^31^ and were analyzed to assess ERdj5 expression levels.

### Histology

Colon tissues were rolled and fixed in 10% neutral formalin, and 3 μm paraffin sections were stained with hematoxylin and eosin (H&E). The degree of inflammation was measured by a pathologist using i-Solution Lite (IMT i-Solution Inc., Daejeon, Korea). The pathological grade is expressed as a percentage^32^: 0, normal; g1, intestinal gland loss ≤ 25% of the LP mucosae and slightly increased inflammatory cell infiltration of the LP; g2, intestinal gland loss ≥ 25% or ≤ 50% and significantly increased inflammatory cell infiltration; and g3, intestinal gland loss ≥ 50% with severe erosion of inflammatory cells. To visualize mucin and goblet cells, colon sections were stained with a Periodic acid Schiff (PAS) stain kit (Abcam, Cambridge, UK) according to the manufacturer’s instructions. The number of goblet cells per crypt was determined using a Nikon Eclipse Ts2 (Nikon, Minato, Tokyo, Japan).

### Immunofluorescence staining

Colon tissue Section (5 µm thick) were deparaffinized, and antigens were retrieved using a microwave and 10 mM sodium citrate buffer (Donginbiotech Co., Seoul, Korea). After being blocked with 1% bovine serum albumin (BSA; MP Biomedicals) in PBS, the tissues were stained with primary antibodies overnight at 4 °C. After being washed with PBS, the tissues were incubated with secondary antibodies for 2 h at 4 °C. The slides were mounted with a mounting solution containing 4′,6-diamidino-2-phenylindole (DAPI; Vector, Burlingame, CA, USA) for nuclear staining.

For organoid staining, the colonoids were fixed with 4% paraformaldehyde (Invitrogen) for 1 h at 20 °C and permeabilized with 2% Triton X-100 (Sigma‒Aldrich) in PBS for 2 h at 37 °C. After being blocked with 3% BSA in PBS containing 1% Triton X-100 for 2 h at 20 °C, the colonoids were incubated with primary antibodies overnight at 4 °C. The colonoids were incubated with secondary antibodies for 2 h at 37 °C and mounted with antifade mounting medium containing DAPI. To evaluate cell apoptosis, a TUNEL assay was performed using an ApopTag Fluorescein In Situ Apoptosis Detection Kit (Merck, Kenilworth, NJ, USA) according to the manufacturer’s instructions. Images were obtained using a confocal laser scanning microscope (LSM880; Carl Zeiss, Göttingen, Germany) at the Central Laboratory of Kangwon National University and analyzed with Zen software (Carl Zeiss).

The samples were stained with primary antibodies, including rabbit anti-mouse MUC2 (PA5-79702, 1:200; Invitrogen), rabbit anti-mouse CLCA1 (clone EPR12254-88, 1:200; Abcam), Alexa Fluor 647-conjugated rat anti-mouse E-cadherin (clone DECMA-1, 1:200; BioLegend), rabbit anti-mouse ZO-1 (61-7300, 1:250; Invitrogen), mouse anti-mouse Claudin-1 (clone 2H10D10, 1:250; Invitrogen), rabbit anti-mouse NF-κB (clone D14E12, 1:500; Cell Signaling Technology), rabbit anti-mouse myeloperoxidase (MPO; PA5-16672, 1:200; Invitrogen), APC-conjugated Ly6G (clone 1A8, 1:200; BD Biosciences), and goat anti-mouse lysozyme C (sc-27958, 1:200; Santa Cruz Biotechnology, Dallas, TX, USA). The secondary antibodies used were anti-mouse IgG H&L Alexa Fluor 488 (ab150105, 1:500; Abcam), anti-rabbit IgG (H + L) Alexa Fluor 594 (A-11012, 1:400; Invitrogen), anti-rabbit IgG H&L Alexa Fluor 647 (ab150079, 1:400; Abcam), and anti-goat IgG (H + L) Alexa Fluor 555 (A32816, 1:400; Invitrogen).

### Colon organoid culture

Colon organoids were cultured as previously described^33^. Briefly, the colon was opened longitudinally and treated with penicillin‒streptomycin (Gibco, Carlsbad, CA, USA) and gentamycin (Gibco) at 4 °C for 30 min to remove microbiota, and a cell recovery solution (Corning) was added and incubated at 4 °C for 30 min. Using curved forceps, villi were scratched and centrifuged at 800 rpm and 4 °C. After being washed with advanced DMEM/F12 (Gibco), the harvested crypts were counted. After being mixed 1:1 with Matrigel (Corning) and advanced DMEM/F12 containing penicillin‒streptomycin, Glutamax (Gibco), and HEPES (Gibco), the media containing the crypts was plated in 24-well plates and filled with 50% L-WRN growth media containing DMEM/F12, 20% fetal bovine serum (FBS, Gibco), penicillin‒streptomycin, B27 (Invitrogen), N2 (Invitrogen), 10 mM nicotinamide (Sigma), 1.25 mM N-acetylcysteine (Sigma), 16.7 pM mEGF (Invitrogen), 10 μM P38i (Sigma), 0.5 μM A83-01 (Tocris, Bristol, UK), and 10 μM Y-27632 (Abmole, Houston, TX, USA). In 24-well plates, the crypt seeding density was 100 crypts/well. Colonoids were passaged to a maximum of passage 3 and used for experiments when they stopped growing and the inner necrotic core started to darken^34^, which usually occurred on Day 5 after Passage 3. We validated the results using three replicate experiments and proceeded with 200 colonoids per experiment. To mimic inflammatory conditions, colonoids were treated with Pam_3_CSK_4_ (InvivoGen, San Diego, CA, USA), an agonist of Toll-like receptor (TLR)2/TLR1, for 48 h at 37 °C on Day 5.

### Citrobacter rodentium infection

*C. rodentium* (DBS100) was cultured overnight in a shaking incubator at 200 rpm and 37 °C in Luria-Bertani (LB) broth one day before infection. The mice were infected by oral gavage with 0.1 ml of LB broth containing 2.5 × 10^8^ CFU of streptomycin-resistant *C. rodentium*^35^. The mice were monitored and weighed daily for symptoms of distress or illness. On Day 14 postinfection, CFUs were measured in the colon and cecum. Tissue homogenates were serially diluted and cultured overnight at 37 °C in LB agar containing streptomycin. On Day 10 postinfection, mouse colon tissue was collected for immunofluorescence staining of goblet cell apoptosis.

### Western blotting

Colon tissues were homogenized in PRO-PREP™ Protein Extraction Solution (Intron, Seongnam, Korea) and mixed with 5× sample buffer (Genscript, Piscataway, NJ, USA) containing a protease inhibitor (Gendepot, Katy, TX, USA) and phosphatase inhibitor (Gendepot). The protein concentration was quantified using the BCA protein assay (Abbkine, Wuhan, China). The antibodies used for western blotting were PERK (clone C33E10), p-PERK (clone 16F8), eIF-2α (9722 S), p-eIF-2α (9721 S), GRP78/BiP (clone C50B12), CHOP (clone L63F7), IKK (2682 S), p-IKK (clone 16A6), IκB (9242 S), NF-κB p65 (clone D14E12), p-NF-κB p65 (clone 93H1), and anti-rabbit IgG-HRP (7074P2), all of which were purchased from Cell Signaling Technology (Danvers, MA, USA); ATF4 (clone H-290), β-actin (clone C4), and ERdj5 (clone 66.7), which were purchased from Santa Cruz Biotechnology; and anti-mouse IgG-HRP (ADI-SAB-100-J), which was purchased from Enzo Life Sciences (NY, USA). Protein bands were visualized using a chemiluminescence detection system for horseradish peroxidase (GBioscience, St. Louis, MO, USA).

The lysates of MODE-K cells were used to determine the expression of ER stress marker proteins, including PERK, p-PERK, eIF-2α, and p-eIF-2α, using western blotting. MODE-K cells were activated with Pam_3_CSK_4_ for a specified time, and NF-κB pathway signaling was analyzed. MODE-K cells were treated with 5 µM GSK 2606414 (Tocris), a PERK inhibitor, for 2 hr before Pam_3_CSK_4_ treatment.

### Construction of ERdj5-deficient MODE-K cells

The mouse intestinal epithelial cell line MODE-K^36^ was cultured in RPMI-1640 (Corning) supplemented with 10% FBS, Glutamax, sodium pyruvate, and MEM NEAA (all from Gibco). LentiCRISPRv2, which was a gift from Feng Zhang, was purchased from Addgene (Addgene plasmid #52961; http://n2t.net/addgene:52961; RRID: Addgene_52961)^37^. The vector was digested using the restriction enzyme BsmBI (Enzynomics, Daejeon, Korea). After the vector was cut, gel extraction (Real Biotech, Taipei, Taiwan) was performed. The cleaved vector and annealed oligo were ligated (Real Biotech, Beijing, China). sgRNA (genome target site: 5′-GTA CAG TGG GGG CTA AAT CA-3′) targeting the mouse ERdj5 gene was cloned downstream of the U6 promoter, which was cut by the BsmB1 enzyme to generate a lentivirus vector. After ligation, the cells were transformed with Stbl3. The next day, a single colony was chosen, placed in LB broth and grown overnight in a shaking incubator. Plasmid DNA was extracted from liquid bacterial cultures using a Miniprep kit (Qiagen, Hilden, Germany). HEK 293FT cells were transfected with Lipofectamine 2000 (Life Technologies, Carlsbad, CA, USA) using purified plasmid DNA and packaging vectors. psPAX2 (Addgene plasmid #12260; http://n2t.net/addgene:12260; RRID: Addgene_12260) and pMD2.G (Addgene plasmid #12259; http://n2t.net/addgene:12259; RRID: Addgene_12259) were gifts from Didier Trono. The medium was changed after 6 h, and the virus was harvested after 72 h. MODE-K cells were infected with virus in medium containing 6 mg/ml polybrene (Sigma). After 8 h, the medium was replaced with complete medium, and cells were cultured with 6 mg/ml puromycin (Gibco) to select virus-infected cells. The deletion of ERdj5 was confirmed by western blot analysis.

### Statistical analysis

Data analysis was performed using GraphPad Prism 9 (San Diego, California, USA) and FlowJo V10 software. Differences between the two groups were determined using Student’s *t* test. One-way analysis of variance (ANOVA) followed by post hoc tests (Tukey’s multiple comparisons test) and two-way ANOVA followed by post hoc tests (Bonferroni’s multiple comparisons test) were used to compare data from more than two groups. A *P* value < 0.05 was considered significant. The data are representative of three independent experiments.

## Results

### ERdj5 expression is upregulated in UC colons

Although ERdj5 is highly expressed in the colon in humans and mice^38^, few reports have suggested a role for ERdj5 in gut physiology and pathogenic colitis. Gene expression profile analysis was performed using BRB-array tools with GEO data (GSE16879, GSE36807, and GSE47908). To examine the expression levels of the indicated genes, a comparative analysis was performed with R software. *ERdj5* mRNA expression levels were significantly higher in the colon tissues of patients with UC than in those of normal controls (Fig. 1a). *ERdj5* mRNA levels were positively correlated with *MUC2* mRNA levels in patients with UC (Supplementary Fig. 1a). In addition, oral DSS treatment dramatically increased the protein expression of ERdj5 in murine colon tissue (Supplementary Fig. 1b). On Day 2 of DSS treatment, ERdj5 expression increased significantly in IECs but not in non-IECs in WT mice (Supplementary Fig. 1c-f). In addition, MUC2 expression was reduced in the colonic IECs of *ERdj5-*KO mice on Day 2 of DSS treatment, and a similar positive correlation between *MUC2* and *ERdj5* expression was observed in the WT CON/WT DSS groups as in the patient data (Supplementary Fig. 1c, g, h). We used single-cell transcriptome analysis to further confirm that *ERdj5* was primarily expressed in the goblet cells of the human large intestine^29^.

**Fig. 1:**
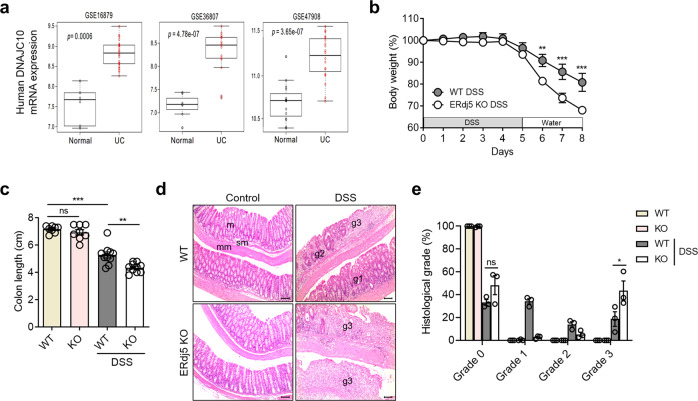
ERdj5 deficiency exacerbates DSS-induced colitis in a murine model. **a** *ERdj5* (*DNAJC10*) mRNA expression levels in normal controls or patients with ulcerative colitis (UC) were analyzed in the public GEO database. **b**–**e** Mice were administered 2% DSS in drinking water for 5 days and subsequently switched to normal water (*n* = 8–10 per group). **b** Body weight. **c** Colon length on Day 8. **d** Representative histopathological features of the colon in H&E-stained sections (×100, scale bar: 100 µm); m, mucosa; sm, submucosa; mm, muscular layer; pathological grade (g1, g2, g3). **e** Measurement of the length with different grading scores of inflammation in the colon. The data are representative of three independent experiments, and the values are expressed as the mean ± SEM; **P < 0.01 and ***P < 0.001; ns, not significant. Two-way ANOVA followed by Bonferroni’s test for (**b**) and one-way ANOVA followed by Tukey’s test for (**c**).

### ERdj5 deficiency induces more severe inflammation in DSS-induced colitis

To determine whether ERdj5 plays a protective or detrimental role in colonic inflammation, DSS-induced colitis was evaluated in wild-type (WT) and *ERdj5-*KO mice. Although no apparent colonic inflammation was observed in *ERdj5-*KO mice under steady-state conditions, the administration of 2% DSS for 5 days significantly decreased body weight and colon length compared to those of WT mice (Fig. 1b, c). The level of tissue damage in the entire colon was assessed by H&E staining, and DSS-treated *ERdj5-*KO mice had more severe intestinal gland loss and inflammatory cell infiltration than WT mice (Fig. 1d). Histological analysis was performed, and the degree of inflammation is expressed as a percentage of the length combined with the degree of severity of the entire colon. A total of 18.7% of WT and 43.5% of KO mice had Grade 3 colonic inflammation, with significant loss of intestinal glands and severe deposition of inflammatory cells on the mucous membrane plate (Fig. 1e).

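Dnajc10 (gene ID 66861), the gene that encodes ERdj5, lies on chromosome 2 of GRCm38.p6 from 80315446 to 80354055. Its level was 113 and 132 CPM (read counts scaled to equal library size with TMM factors) in the untreated WT libraries and 140, 138 and 121 CPM in the DSS-treated WT libraries. In ERdj5-KO mice it was 18.4 and 20.0 CPM in the untreated libraries and 25.6, 23.9 and 30.4 CPM in the DSS-treated libraries, so every KO library lay below every WT library. The log2 fold change of KO against WT was -2.32 in DSS-treated mice (SE 0.12, n = 3 libraries per group, adjusted p = 7.40e-05) and -2.67 in untreated mice (SE 0.15, n = 2 per group, adjusted p = 0.000109), from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The table holds 1 value per gene, so the reads that remain in the KO libraries cannot be placed within Dnajc10.

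The colons came from 8-week-old female mice on Day 5. The mice had drunk water with 2% DSS, a sulfated polysaccharide that injures the colon epithelium, for 5 days or had been left untreated. The labels list 2 libraries for each untreated group and 3 for each DSS-treated group, prepared with a stranded kit that selects mRNA, and the table numbers them within each group (untreated WT libraries 2 and 3, DSS-treated WT libraries 2, 3 and 4, untreated KO libraries 2 and 3, DSS-treated KO libraries 1, 2 and 4). Nothing in the labels ties a library to a mouse, so the p-values measure the spread between libraries. The median library held 65646979 counted reads in DSS-treated WT and 62848971 in DSS-treated KO mice. The authors' read counts per gene were used for the 20472 genes with enough counts for edgeR's default filter. All 10 libraries entered 1 fit with 4 groups, which shares its estimate of spread among them. The main tests and thresholds, the rule for naming genes and 35 gene lists were set before the data were examined. Some further tests, count thresholds and lists of clock genes were added after the values had been seen, and are marked so in the closing sections.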

To further investigate the role of ERdj5 in colitis, colon samples from DSS-treated mice were obtained, and RNA sequencing was performed. Numerous changes were observed in the differentially expressed genes (DEGs) in DSS-treated *ERdj5-*KO mice compared to DSS-treated WT mice (Fig. 2a, b). 

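Cxcl5 (gene ID 20311), which encodes a neutrophil attractant, rose from 6.80 ± 2.31 CPM in DSS-treated WT mice to 298 ± 159 CPM in DSS-treated ERdj5-KO mice (SD, n = 3 libraries per group). This is a log2 fold change of 5.45 (SE 0.50, adjusted p = 0.000356, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Prss22, a secreted serine protease, had a log2 fold change of 5.74 (SE 0.81, adjusted p = 0.00205), and Cers3, a ceramide synthase, one of 5.73 (SE 0.78, adjusted p = 0.00142), from the same test. Among the falls, Angptl7, which encodes a secreted angiopoietin-like protein, went from 7.70 ± 1.12 to 0.493 ± 0.251 CPM (log2 fold change -3.98, SE 0.38, adjusted p = 0.000434, same test). Ighg2c, the constant region of an IgG heavy chain, fell from 206 ± 98.2 to 6.82 ± 6.42 CPM (log2 fold change -4.90, SE 0.99, adjusted p = 0.00685, same test). It was also lower in untreated KO than in untreated WT mice (8.48 against 250 CPM, n = 2 per group, log2 fold change -4.88, SE 1.21, adjusted p = 0.0354, same test), and its interaction did not pass (adjusted p = 0.995, same test). The untreated call was lost without untreated WT library 2 (0.193), DSS-treated WT library 4 (0.055), or untreated KO library 2 (0.194) or 3 (0.167). Its reads and those of the immunoglobulin variable segments among the largest falls are uncertain, since these genes have near-identical copies.

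All 17 contractile genes of smooth muscle fell, and all 17 did so when adjusted over the list alone. Actg2, an actin of gut muscle, and Des, the muscle filament desmin, had log2 fold changes of -2.94 (SE 0.45, adjusted p = 0.00215) and -2.28 (SE 0.27, adjusted p = 0.000825) from the same test. The list's mean log2 CPM was 6.83, 7.67 and 7.10 in the WT libraries and 5.13, 5.63 and 4.96 in the KO libraries. Its median log2 fold change was -2.01 (adjusted p = 6.05e-22 from camera, a test of a list against all other genes with a preset correlation of 0.01, and adjusted p = 0.229 with an estimated correlation). Of 17 markers of enteric neurons and glia, which sit largely in the same muscle wall, 10 fell (11 adjusted over the list alone) and 7 did not pass the test. Examples are the glial gene S100b (log2 fold change -2.02) and the nicotinic receptor subunit gene Chrna3 (-1.36). Without DSS-treated WT library 4, 6 of these 17 markers fell. Their camera test gave adjusted p = 0.0001 and adjusted p = 0.456 with an estimated correlation.

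In all, 3048 genes were higher and 3048 lower at an adjusted p under 0.05. DESeq2 called 7209 genes where edgeR called 6096, and edgeR called 3237 without DSS-treated WT library 3. The 3 KO and 3 WT libraries did not overlap for 8815 genes (43.1%), where chance gives 10%.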

An extensive analysis of GO terms using the DAVID bioinformatics database showed that many genes with particular ontologies, including the response to cytokines, surface receptor signaling, and the inflammatory response, were significantly altered in the colons of DSS-treated *ERdj5-*KO mice compared to WT mice (Fig. 2b, c). 

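Lcn2, which encodes an iron-sequestering antimicrobial protein, rose in DSS-treated ERdj5-KO mice with a log2 fold change of 4.23 (SE 0.81, n = 3 libraries per group, adjusted p = 0.00533, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Of 15 epithelial antimicrobial and acute-phase genes, 5 rose (6 adjusted over the list alone) and 10 did not pass the test. Another riser was Duoxa2 (adjusted p = 0.00727, same edgeR test), the maturation factor of an epithelial oxidase. Without DSS-treated WT library 3, 3 genes of this list rose. The list's camera test gave adjusted p = 0.00719, and adjusted p = 0.362 with an estimated correlation.

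Of 19 NF-kB targets, 6 rose and 1 fell (7 and 1 adjusted over the list alone). The stress-response gene Ier3 and the NF-kB regulators Nfkbiz and Bcl3 had log2 fold changes of 2.07, 1.63 and 1.08, while Tnip1, an inhibitor of the pathway, had one of -0.79 (adjusted p = 0.00138, 0.00163, 0.00656 and 0.00769 from the same edgeR test). For this list camera gave adjusted p = 0.0188, and adjusted p = 0.401 with an estimated correlation. Of 13 genes of matrix remodelling, 6 rose and 1 fell (8 and 1 adjusted over the list alone). The collagenase gene Mmp13 (log2 fold change 3.75, SE 0.30, adjusted p = 0.0002, same edgeR test), the stromelysin gene Mmp3 (2.72) and the urokinase receptor gene Plaur (2.49) rose. Camera gave adjusted p = 8.66e-07 for this list, and adjusted p = 0.229 with an estimated correlation.

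The interferon response was lower in DSS-treated KO than in DSS-treated WT mice. Of its 18 genes, 13 fell (15 adjusted over the list alone), among them the antiviral gene Rsad2 (log2 fold change -2.47, SE 0.50, adjusted p = 0.00655, same edgeR test) and the GTPase gene Gbp3 (adjusted p = 0.00668, same edgeR test). The number that fell was 4 without DSS-treated WT library 3, 3 without DSS-treated WT library 4, 6 without DSS-treated KO library 1 and 7 without DSS-treated KO library 2. The camera test gave adjusted p = 2.82e-05, and adjusted p = 0.441 with an estimated correlation. Already without DSS, 14 of the 18 were lower in KO than in WT mice (18 adjusted over the list alone, median log2 fold change -2.81). With DSS in KO mice 4 rose and 0 fell (2 and 0 adjusted over the list alone, median 0.81). Of 16 genes of cell proliferation, 12 were higher in DSS-treated KO than in DSS-treated WT mice (14 adjusted over the list alone). Examples are the mitotic gene Birc5 (1.69) and the nucleotide reductase gene Rrm2 (1.66). Without DSS-treated WT library 3, 4 were higher. Proliferation genes had camera adjusted p = 3.9e-07, and adjusted p = 0.401 with an estimated correlation. In untreated mice 10 of the 16 were lower in KO than in WT mice (16 adjusted over the list alone), or 1 without untreated WT library 3, 1 without untreated KO library 2 and 0 by edgeR without untreated KO library 3. The deposited table carries no GO or KEGG terms, so the terms of Fig. 2b, c were not tested.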

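Cxcl1 (gene ID 14825, chromosome 5, 90891245 to 90893121), which encodes a neutrophil attractant, was at 0.598 ± 0.128 CPM in DSS-treated WT mice and 24.0 ± 20.8 CPM in DSS-treated ERdj5-KO mice (SD, n = 3 libraries per group), a log2 fold change of 5.32 (SE 0.62, adjusted p = 0.0008, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its neighbor Cxcl2 (gene ID 20310, 90903899 to 90905938), another such attractant, went from 2.46 ± 1.35 to 46.9 ± 23.8 CPM (log2 fold change 4.25, SE 0.57, adjusted p = 0.00168, same test). Il1b (gene ID 16176, chromosome 2, 129364569 to 129371164), the gene of the fever cytokine IL-1β, went from 8.80 ± 5.05 to 52.9 ± 51.3 CPM (log2 fold change 2.59, SE 0.63, adjusted p = 0.0149, same test). DSS-treated KO library 1 held 112 CPM of Il1b and the others 25.3 and 21.3, and the call was lost without DSS-treated WT library 3 (adjusted p = 0.0618). Il6 (gene ID 16193, chromosome 5, 30013114 to 30019975), the gene of an acute-phase cytokine, had 0, 0 and 9 counts in the WT libraries and 130, 23 and 29 in the KO libraries. Its log2 fold change was 4.42 (SE 1.11, adjusted p = 0.0192, same test), and the call was lost without DSS-treated WT library 3 (adjusted p = 0.0592) or DSS-treated KO library 1 (adjusted p = 0.0599). For each of these 4 genes, all 3 KO libraries lay above all 3 WT libraries.

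Of 28 inflammatory cytokines and chemokines, 17 rose and 11 did not pass the test, with 17 also adjusted over the list alone. Il1a and Ptgs2, the latter the inducible enzyme of prostaglandin synthesis, had log2 fold changes of 3.98 (adjusted p = 0.0028) and 3.29 (adjusted p = 0.00776) from the same edgeR test. Ccl2, which attracts monocytes, and Ifng, the interferon of T cells and natural killer cells, did not pass (adjusted p = 0.188 and 0.766, same edgeR test). Without DSS-treated WT library 3, 10 of the 28 rose. The list's median log2 fold change was 2.65, also with the 1 gene at 0 in DSS-treated WT mice taken at its bound, and camera gave adjusted p = 7.15e-09, or adjusted p = 0.229 with an estimated correlation.

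The heatmap of Fig. 2d shows 36 genes as higher and 19 as lower in KO mice, and the study chose them on these samples, so their direction is not independent evidence. All 35 tested genes of the first group were higher and 28 of them passed the test, and all 18 tested genes of the second group were lower and 15 passed. Over the 53 tested genes, 33 were higher and 18 lower when adjusted over the list alone. Il33, an alarmin of barrier cells, was among the higher genes (log2 fold change 2.46, adjusted p = 0.00962, same edgeR test), and the T cell chemokine receptor genes Cxcr3 (-1.90) and Cxcr6 (-2.14) were among the lower ones.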

A heatmap of the DEGs associated with inflammation indicated that several cytokines and chemokines associated with severe inflammation, including *Cxcl1, Cxcl2, Il1b, and Il6*, were more highly expressed in the colon samples of DSS-treated *ERdj5-*KO mice than in those of WT mice (Fig. 2d, Supplementary Fig. 2a). We also confirmed elevated protein expression levels of IL-1β, IL-6, and CXCL1 in the distal colon tissues of DSS-treated *ERdj5-*KO mice (Fig. 2e, f). Moreover, neutrophil-related genes, including *S100a8*, *S100a9*, and *Saa3*^39,40^, were increased in the inflamed colon tissues of DSS-treated *ERdj5-*KO mice compared to those of WT mice (Fig. 2d). Furthermore, a significant correlation between *ERdj5* and *S100A8/A9* was found in UC patients following mRNA analysis of data from a public database (Supplementary Fig. 1a). 

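S100a8 (gene ID 20201, chromosome 3, 90669071 to 90670034) and S100a9 (gene ID 20202, chromosome 3, 90692630 to 90695721) encode the subunits of calprotectin, the main cytosolic protein of neutrophils. S100a8 was at 0.964 ± 0.967 CPM in DSS-treated WT mice and 85.6 ± 86.8 CPM in DSS-treated ERdj5-KO mice (SD, n = 3 libraries per group), a log2 fold change of 6.49 (SE 0.96, adjusted p = 0.00241, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). S100a9 was at 0.830 ± 0.465 and 98.1 ± 106 CPM, a log2 fold change of 6.89 (SE 0.87, adjusted p = 0.00111, same test). Saa3 (gene ID 20210, chromosome 7, 46711998 to 46719615), an acute-phase gene also made by epithelium, was at 21.1 ± 9.18 and 183 ± 204 CPM, a log2 fold change of 3.11 (SE 0.79, adjusted p = 0.0174, same test). DSS-treated KO library 1 held the highest level of all of these genes, 185 CPM of S100a8, 220 CPM of S100a9 and 415 CPM of Saa3, and the lowest KO values were 27.4, 31.0 and 33.1 CPM. The Saa3 call was lost without DSS-treated WT library 2 (adjusted p = 0.0527) or library 3 (adjusted p = 0.054).

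Of 21 neutrophil markers, 14 rose (16 adjusted over the list alone) and 7 did not pass the test. The receptor gene Cxcr2, through which neutrophils follow Cxcl1 and Cxcl2, and the amplifying receptor gene Trem1 had log2 fold changes of 5.26 (SE 1.07, adjusted p = 0.00834) and 3.78 (SE 0.73, adjusted p = 0.00575) from the same test. Ly6g, which encodes the surface antigen used to gate neutrophils, had a log2 fold change of 0.35 (SE 0.17, adjusted p = 0.141, same test). The list's mean log2 CPM was 1.44, 1.44 and 1.52 in the WT libraries and 4.22, 2.59 and 2.49 in the KO libraries. Without DSS-treated WT library 3, 9 of the 21 rose. The list's median log2 fold change was 2.76 with and without the 1 gene at 0 in WT mice taken at its bound, and camera gave adjusted p = 9.22e-07, or adjusted p = 0.401 with an estimated correlation.

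Markers of other immune cells moved differently. Of 15 T cell markers, 10 were lower in DSS-treated KO than in DSS-treated WT mice (12 adjusted over the list alone). The other 5 did not pass the test. The cytotoxic T cell receptor genes Cd8a and Cd8b1 had log2 fold changes of -2.06 (SE 0.27, adjusted p = 0.00131) and -1.90 (SE 0.34, adjusted p = 0.0039) from the same edgeR test. Camera gave adjusted p = 1.03e-05 for T cell markers, and adjusted p = 0.401 with an estimated correlation. All 15 were already lower in untreated KO than in untreated WT mice (median log2 fold change -3.72). With DSS in KO mice 7 rose and 0 fell (median 1.13), and 12 had a higher response than in WT mice by the interaction term. Between the DSS-treated groups, only Cd14 (0.88) passed of 17 macrophage and monocyte markers, over all genes and adjusted over the list alone. Adgre1, the F4/80 gene, did not pass (-1.13, adjusted p = 0.0637, same edgeR test).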

We found that Ly6G^+^ neutrophil infiltration was elevated in the colons of DSS-treated *ERdj5-*KO mice (Fig. 2g, Supplementary Fig. 3a, b). 

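Arg1 (gene ID 11846, chromosome 10, 24915207 to 24927470) encodes arginase, which breaks down arginine, and Nos2 (gene ID 18126, chromosome 11, 78920787 to 78960226) encodes the inducible nitric oxide synthase, which uses the same substrate. Arg1 was at 0.563 ± 0.245 CPM in DSS-treated WT mice and 6.59 ± 5.87 CPM in DSS-treated ERdj5-KO mice (SD, n = 3 libraries per group), a log2 fold change of 3.55 (SE 0.61, adjusted p = 0.00351, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Nos2 was at 159 ± 58.2 and 460 ± 179 CPM, a log2 fold change of 1.54 (SE 0.33, adjusted p = 0.00897, same test). All 3 KO libraries lay above all 3 WT libraries for both genes. Nos2 was at 10.5 ± 2.18 CPM in untreated WT mice and 1.04 ± 0.284 CPM in untreated KO mice (SD, n = 2 per group), and DSS raised it in KO mice with a log2 fold change of 8.80 (SE 0.57, adjusted p = 3.51e-05, same test). The response of Nos2 to DSS differed between the genotypes by 4.88 on the log2 scale (SE 0.59, adjusted p = 0.00143, interaction term of the same fit). Both genes kept their calls between DSS-treated KO and WT mice in each fit that left out 1 library.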

The transcription levels of *Arg1* and *Nos2*, which are increased in neutrophils^41,42^, were also increased in DSS-treated *ERdj5-*KO mice (Supplementary Fig. 2b). However, the inhibition of neutrophil migration by a CXCR2 antagonist did not alleviate DSS-induced colitis in *ERdj5-*KO mice (Supplementary Fig. 3c). Collectively, these results demonstrate that ERdj5-deficient mice exhibited more severe inflammation with profound neutrophil infiltration than WT mice under DSS-induced colitis conditions; however, the inhibition of neutrophil infiltration alone did not attenuate severe colitis in these mice.

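DSS raised Cxcl1 in ERdj5-KO mice with a log2 fold change of 7.32 (SE 0.86, n = 3 DSS-treated and 2 untreated libraries, adjusted p = 0.000229, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In WT mice its log2 fold change was 1.67 (SE 0.77, adjusted p = 0.713, same test). The interaction of genotype and DSS was 5.65 for Cxcl1 (SE 1.14, adjusted p = 0.00734, same test), and without untreated WT library 3 it no longer passed (adjusted p = 0.0578). For Il1b the interaction was 5.44 (SE 1.07, adjusted p = 0.0065) and for Cxcl5 4.40 (SE 0.84, adjusted p = 0.00584), and both held in each fit that left out 1 library. In untreated mice Il1b was at 0.952 CPM in KO and 6.89 CPM in WT mice (log2 fold change -2.86, SE 0.85, adjusted p = 0.0628, same test), a difference that enters its interaction beside that of the DSS-treated mice. The interaction of S100a9 did not pass (adjusted p = 0.0982, same test), nor did that of S100a8 (adjusted p = 0.196, same test). Cxcl2 had no counts in untreated KO mice, and its level was at least 1883-fold higher in DSS-treated KO mice, against a floor of 3 counts over the untreated group.

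Of 28 inflammatory cytokines and chemokines, 24 rose with DSS in KO mice (24 adjusted over the list alone), and 17 had a larger response in KO than in WT mice by the interaction term (19 adjusted over the list alone). The median log2 fold change of this list in KO mice was 5.27, or 4.58 with the 6 genes at 0 in untreated KO mice taken at their bounds. Of 21 neutrophil markers, 17 rose in KO mice (18 adjusted over the list alone) and 9 had a larger response than in WT mice (10, with 1 smaller, adjusted over the list alone). Camera on the interaction gave adjusted p = 4.92e-08 for cytokines and chemokines and 1.36e-05 for neutrophil markers, and adjusted p = 0.287 and 0.314 with an estimated correlation. Between untreated mice, 4 cytokines and chemokines were lower in KO than in WT mice (8 adjusted over the list alone). Of the neutrophil markers 5 were lower and 1 higher (8 and 1 adjusted over the list alone). These untreated differences enter the counts of rises in KO mice and of larger responses.

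The interaction passed for 5482 genes in all, 2830 of them with a higher and 2652 with a lower response in KO mice, and DESeq2 gave 6601. It passed for 3208 genes without untreated WT library 2, 2824 without untreated WT library 3, 3330 without untreated KO library 2 and 2911 without untreated KO library 3. The paper reports lower body weight, shorter colons and more severe histology in DSS-treated KO mice. It adds the higher expression of inflammatory and neutrophil-related genes, the protein levels of the cytokines and the larger share of neutrophils by flow cytometry. Taking its results together, it concludes that inflammation with neutrophil infiltration was more severe under DSS in mice without ERdj5. It further reasons, from the lack of benefit of a CXCR2 antagonist, that blocking neutrophils alone was not enough.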

**Fig. 2:**
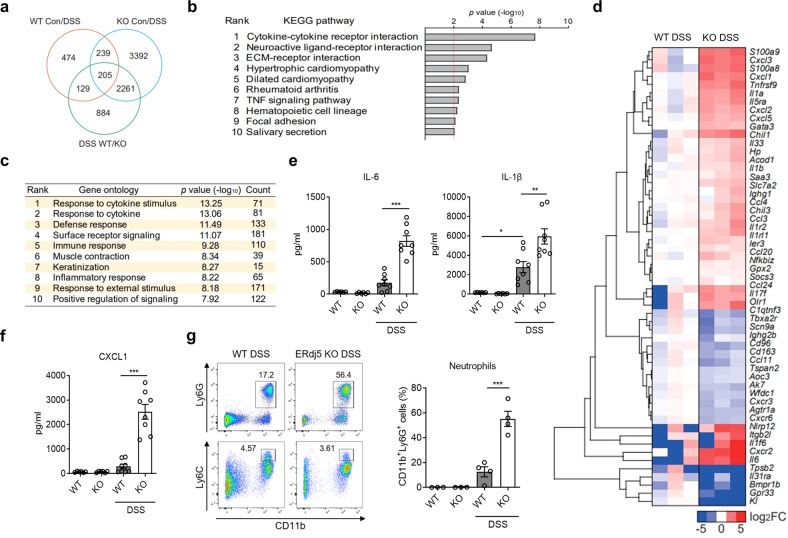
RNA-seq reveals an altered gene expression profile for inflammation in the absence of ERdj5. **a** Venn diagram. The number of differentially expressed genes (DEGs) from colon samples extracted from 8-week-old female WT or *ERdj5-*KO mice (*n* = 3 per group) treated with or without 2% DSS. **b** KEGG pathway analysis of DEGs in colon samples extracted from 8-week-old female WT or *ERdj5-*KO mice (*n* = 3 per group) treated with or without 2% DSS. Pathways with statistical significance (*P* > 0.01) are shown. **c** GO analysis of major signaling pathways identified by RNA sequencing using the DAVID bioinformatics database. The top 10 pathways based on *P* values are shown, along with the number of genes with the respective ontology. **d** Heatmap of the DEGs associated with inflammation. The log_2_ ratios of *ERdj5* KO DSS/WT DSS are presented (blue, underexpression; red, overexpression). Values over 5 or under −5 were rounded. **e** Levels of IL-1β and IL-6 in colon homogenates (*n* = 6–8 per group). **f** Level of CXCL1 in colon homogenates (*n* = 6–8 per group). **g** Representative flow cytometric analysis of CD11b^+^Ly6G^+^ neutrophils and CD11b^+^Ly6C^+^ monocytes among pregated live CD45^+^IA-IE^-^CD11c^-^ cells in the LP of the colon. The percentage of CD11b^+^Ly6G^+^ neutrophils is expressed as the mean ± SEM (*n* = 3–4 per group). *P < 0.05, **P < 0.01, ***P < 0.001; one-way ANOVA followed by Tukey’s test.

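In WT mice, Nos2, Ppm1l and Zbtb16 were higher and Arntl lower in DSS-treated than in untreated libraries at an adjusted p under 0.05. Ppm1l, a protein phosphatase gene, had a log2 fold change of 2.49 (SE 0.21, n = 3 DSS-treated and 2 untreated libraries, adjusted p = 0.00463), and Zbtb16, a transcription factor gene induced by glucocorticoids, one of 2.07 (SE 0.21, adjusted p = 0.0149), from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Nos2 had a log2 fold change of 3.92 (SE 0.44, adjusted p = 0.0232, same test), and Arntl, a core gene of the circadian clock, one of -1.23 (SE 0.10, adjusted p = 0.00463, same test). The fifth call was Slc13a2os (adjusted p = 0.0232, same test), an antisense gene below the level set for naming genes, named here after its values were seen. Its reads cannot be told from those of its partner unless strand was used in counting, which is not given in the sources used here.

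These 5 calls changed with single libraries. Their number was 1 without untreated WT library 2, 2 without DSS-treated WT library 2, 2 without DSS-treated WT library 4, 9 without DSS-treated KO library 1 and 3 without DSS-treated KO library 2. Without untreated WT library 3, edgeR called 0 genes, with 1107 at an unadjusted p under 0.05. A fit of the 2 WT groups alone also called 0 genes (2152 at an unadjusted p under 0.05). Among the fits that left out 1 library, Ppm1l and Arntl were lost only in those without an untreated WT library (adjusted p = 0.0847 and 0.0755 for Ppm1l, 0.0552 and 0.0755 for Arntl). Nos2 was also lost without DSS-treated WT library 2 (adjusted p = 0.0716) or 4 (adjusted p = 0.0737) and without DSS-treated KO library 2 (adjusted p = 0.0607), and its values without untreated WT libraries 2 and 3 were 0.483 and 0.203. Zbtb16 was lost without untreated WT library 2 (adjusted p = 0.0847) or 3 (adjusted p = 0.154) and without DSS-treated WT library 2 (adjusted p = 0.0549) or 4 (adjusted p = 0.0737). DESeq2 called 173 genes in WT mice, and edgeR gave 1435 at an unadjusted p under 0.05.

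In ERdj5-KO mice, DSS raised 4730 genes and lowered 4570 (9300 called by edgeR, 9875 by DESeq2, and 5623 by edgeR without untreated KO library 3). Cyp2c55, a cytochrome P450 gene of colonocytes, fell from 336 ± 217 to 1.86 ± 0.241 CPM (SD, n = 2 untreated and 3 DSS-treated libraries), with a log2 fold change of -7.51 (SE 0.63, adjusted p = 6.91e-05, same edgeR test). At the thresholds of the paper's methods, a p under 0.01 and a fold change over 3, 246 genes were higher and 644 lower in DSS-treated KO than in DSS-treated WT mice (890 in all, and 488 with at least 10 counts required in every library). At these thresholds DSS raised 52 and lowered 34 genes in WT mice (86 in all, and 48 with the same requirement) and raised 818 and lowered 2023 in KO mice (2841 in all). Of these, 37 rose in both genotypes, where independent lists would share 2.08, and 5 fell in both, where they would share 3.36. These 2 comparisons have no library in common.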

### ERdj5 deficiency enhances goblet cell death in response to stress

In association with severe inflammation, intestinal goblet cell density was markedly reduced in the colons of DSS-treated *ERdj5-*KO mice, as shown by PAS staining of heavily glycosylated proteins (Fig. 3a, b). We further examined MUC2 protein expression in the colon by immunofluorescence staining using MUC2-specific antibodies (Fig. 3c). PAS-positive cells and *MUC2* expression were comparable in the colons of *ERdj5* KO and WT mice without DSS administration; however, these levels were significantly decreased in the colons of DSS-treated *ERdj5-*KO mice compared to DSS-treated WT mice (Fig. 3b–d). These results suggest that severe inflammation caused by ERdj5 deficiency leads to the loss of goblet cells.

**Fig. 3:**
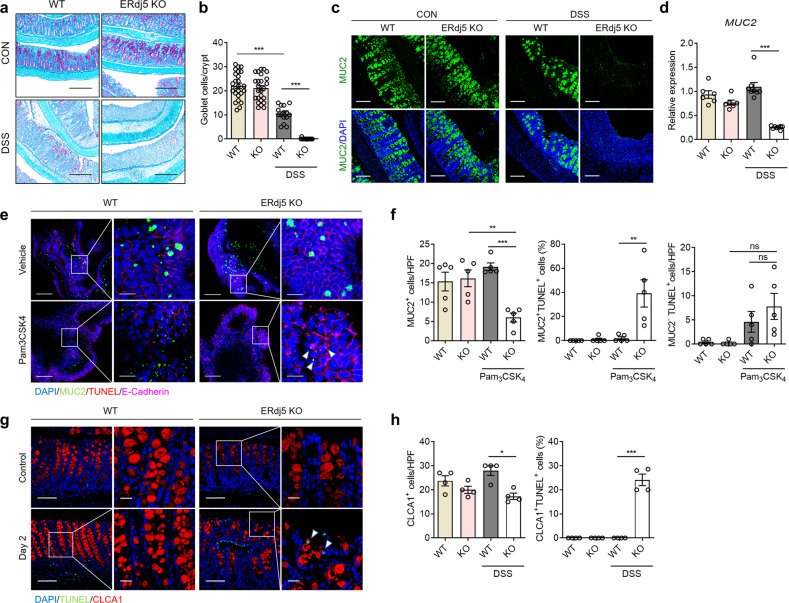
ERdj5 deficiency decreases mucin secretion and goblet cells in response to inflammatory signals. **a** Periodic acid Schiff (PAS) staining of the colons of WT and *ERdj5-*KO mice (×100, scale bar 500 µm; *n* = 6 per group). **b** Goblet cell count per crypt in PAS images (*n* = 15–25 per group). **c** Representative immunofluorescence images of MUC2 (green) in colon tissues, with DAPI (blue) for nuclear staining (×200, scale bar 200 µm). **d** Level of *MUC2* mRNA expression (*n* = 6–8 per group). **e** Representative immunofluorescence images of colonoids originating from WT or *ERdj5-*KO mice treated with vehicle or Pam_3_CSK_4_. MUC2 (green), TUNEL (red), E-cadherin (magenta), and DAPI (blue) (left panel, ×200 and right panel, ×800). **f** MUC2^+^ cell counts per high-power field (HPF) and the percentage of TUNEL-positive cells among MUC2^+^ and MUC2^-^ cells determined in colonoid images (*n* = 5 per group). **g** Representative immunofluorescence images of colon tissues from WT or *ERdj5-*KO mice on Day 2 following DSS treatment. CLCA1 (red), TUNEL (green), and DAPI (blue) (left panel, ×200 and right panel, ×630). **h** CLCA1^+^ cell count per HPF and TUNEL-positive percentages among CLCA1^+^ cells from colon tissue images (*n* = 4 per group). **e**, **g** Scale bars correspond to 100 μm and 20 μm, respectively. The data are representative of three independent experiments, and the values are expressed as the mean ± SEM. *P < 0.05, **P < 0.01, ***P < 0.001; one-way ANOVA followed by Tukey’s test.

To assess whether the increased inflammation in the colons of *ERdj5-*KO mice was directly associated with the increased apoptosis of goblet cells, we evaluated apoptosis in MUC2-producing cells using colon organoids derived from WT and *ERdj5-*KO mice. There was no remarkable structural differences in colonoids obtained from the WT group and *ERdj5* KO groups without stimulation (Supplementary Fig. 4a). However, treating mature colonoids with Pam_3_CSK_4_, a TLR2 ligand, partially ruptured the structure of those in the *ERdj5* KO group, while colonoids in the WT group did not rupture (Supplementary Fig. 4b). In addition, an increase in CXCL1 production was observed in the culture supernatant of *ERdj5* KO organoids compared to WT organoids following Pam_3_CSK_4_ treatment (Supplementary Fig. 4c). Immunofluorescence staining of colonoids confirmed that the number of MUC2-producing goblet cells was lower in *ERdj5-*KO mice than in WT mice following stimulation with Pam_3_CSK_4_ (Fig. 3e, f). Intriguingly, MUC2^+^TUNEL^+^ cells were significantly increased in Pam_3_CSK_4_-treated *ERdj5* KO colonoids compared with Pam_3_CSK_4_-treated WT colonoids, suggesting that TLR2 stimulation induced apoptosis in ERdj5-deficient goblet cells (Fig. 3f). Most distal colon cells obtained from *ERdj5-*KO mice on Day 8 after DSS treatment were severely damaged (Fig. 3a–d); therefore, it was difficult to evaluate sections with similar levels of inflammation. Thus, we compared colon tissues obtained on Day 2 after DSS treatment. An increased proportion of goblet cells expressing CLCA1 and MUC2 underwent apoptosis in the distal colons of DSS-treated *ERdj5-*KO mice, even though there was no evident inflammation (Fig. 3g, h, and Supplementary Fig. 5a, b). Next, we analyzed UPR gene expression in isolated mouse IECs on Day 2 of DSS treatment and observed a significant increase in *GRP78* and *CHOP* expression in *ERdj5-*KO IECs but not in WT IECs (Supplementary Fig. 5c). Thus, we hypothesize that early upregulation of UPR gene expression on Day 2 of DSS treatment drives goblet cell apoptosis. However, lysozyme^+^ Paneth cells, which are highly secretory cells in the the small intestine, were not affected in *ERdj5-*KO mice, even under DSS insult (Supplementary Fig. 5d, e). Collectively, these results suggest that ERdj5 deficiency may trigger apoptosis in secretory epithelial cells, especially goblet cells, and further exacerbate intestinal inflammation.

### ERdj5 helps maintain gut barrier function by enhancing tight junctions

Tight junctions act as barriers in the intestinal epithelium and prevent microbial intrusion^43^. In patients with IBD, intestinal barrier destruction is common, which worsens inflammatory pathology^44^. Thus, we postulated that ERdj5 plays a role in the maintenance of gut barrier integrity. The levels of typical tight junction proteins, such as zonula occludens-1 (ZO-1) and Claudin-1, were decreased in the colons of *ERdj5-*KO mice compared to WT mice after DSS administration. However, no changes were detected in Zo-1 or Claudin-1 expression in *ERdj5-*KO colons compared to WT colons under normal conditions (Fig. 4a). The immunofluorescence results for ZO-1 and Claudin-1 were similar to the mRNA results (Fig. 4b). In addition, we found that the expression of IL-10 and IL-22, which are critical for the maintenance of intestinal homeostasis^45^, was significantly lower in *ERdj5-*KO mice than in WT mice after DSS administration (Fig. 4c). Treatment with recombinant IL-22 ameliorated DSS-induced colitis in WT mice^46^ but not in *ERdj5-*KO mice (Supplementary Fig. 3d). Thus, we infer that IL-22 treatment does not rescue goblet cell apoptosis in *ERdj5-*KO mice.

**Fig. 4:**
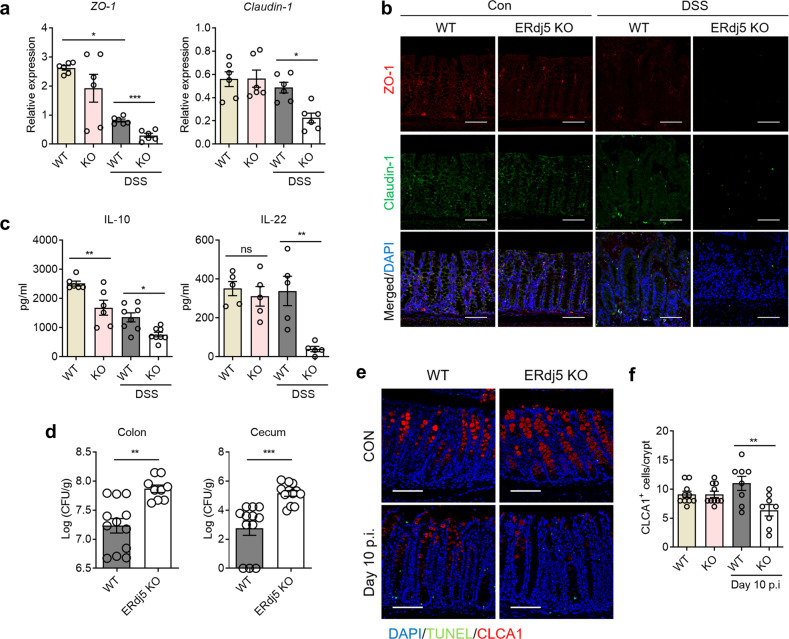
ERdj5 contributes to the maintenance of intestinal barrier integrity. **a** *Zo-1* and *Cldn1* mRNA expression in the colon tissues of WT or *ERdj5-*KO mice treated with DSS (*n* = 6 per group). **b** Immunofluorescence images of colon tissue stained for the tight junction proteins ZO-1 (red) and Claudin-1 (green) (×200, scale bar 100 µm). **c** IL-10 and IL-22 expression in colon tissue homogenates (*n* = 5–8 per group). **d** Mice were infected with 2.5 × 10^8^ CFU of *C. rodentium*. On Day 14 postinfection, CFUs in the colon and cecum were measured (*n* = 9–12 per group). **e** Representative immunofluorescence images of colon tissues from WT or *ERdj5-*KO mice 10 days after *C. rodentium* infection. CLCA1 (red), TUNEL (red), and DAPI (blue) (×200, scale bar 100 µm). **f** CLCA1^+^ cell counts per crypt of WT and *ERdj5-*KO mice in **e** (*n* = 10–12 per group). The data are representative of three independent experiments, and the values are expressed as the mean ± SEM. *P < 0.05, **P < 0.01, ***P < 0.001; one-way ANOVA followed by Tukey’s test for **a**, **c**, **f** and Student’s *t test* for **d**.

We next assessed whether the reduction in gut barrier function and mucin production due to ERdj5 deficiency impacted protection against enteric bacteria. *ERdj5-*KO mice were orally infected with 2.5 × 10^8^ CFU of *C. rodentium* and monitored for 2 weeks to assess morbidity and mortality. No infection-related deaths were recorded in either group; however, *ERdj5-*KO mice exhibited delayed clearance of *C. rodentium* in the cecum and colon 14 days postinfection (Fig. 4d). The levels of inflammatory cytokines, including IFN-γ, IL-1β, and IL-6, were increased in *ERdj5-*KO mice following *C. rodentium* infection (Supplementary Fig. 6). FITC-dextran levels were significantly increased in DSS-treated *ERdj5-*KO mouse serum compared to DSS-treated WT mice, as assessed by a FITC-dextran permeability assay^47^, suggesting that *ERdj5-*KO mice had impaired gut barrier function (Supplementary Fig. 7). We also analyzed the number of goblet cells, since *C. rodentium* infection reportedly decreases the goblet cell count^48^. Although there was no difference in CLCA1^+^ cells in the colons of uninfected mice in the two groups, the number of CLCA1^+^ goblet cells was significantly reduced in the colons of *ERdj5-*KO mice on Day 10 postinfection (Fig. 4e, f). Taken together, these results suggest that ERdj5 is required for proper mucin secretion from goblet cells and the maintenance of gut barrier integrity under stressful conditions.

### ERdj5 deficiency activates NF-κB-dependent inflammatory signals by enhancing the UPR, which leads to epithelial cell apoptosis

DSS administration increased the transcription of several genes associated with protein processing in the ER, including *Sec31b, Prkn, Cryab*, and *Tram1l1*, in the colon tissues of *ERdj5-*KO mice (Supplementary Fig. 2b), suggesting that the ablation of ERdj5 altered abnormal protein processing. 

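Sec31b (gene ID 240667, chromosome 19, 44516957 to 44545848), which encodes a coat protein of vesicles leaving the ER, was at 3.37 ± 0.257 CPM in untreated ERdj5-KO mice and 0.721 ± 0.129 CPM in DSS-treated ERdj5-KO mice (SD, n = 2 and 3 libraries). This is a log2 fold change of -2.22 (SE 0.32, adjusted p = 0.000656, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Cryab (gene ID 12955, chromosome 9, 50745951 to 50756636), a small heat shock protein abundant in muscle, went from 30.9 to 5.39 CPM (log2 fold change -2.52, SE 0.34, adjusted p = 0.00045, same test). Tram1l1 (gene ID 229801, chromosome 3, 124321037 to 124323260), which helps proteins across the ER membrane, went from 0.919 ± 0.237 to 0.256 ± 0.0200 CPM (log2 fold change -1.84, SE 0.39, adjusted p = 0.00412, same test). These 3 falls with DSS in KO mice passed in each fit that left out 1 library.

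Against DSS-treated WT mice, the log2 fold change in DSS-treated KO mice was -1.69 for Sec31b (SE 0.30, adjusted p = 0.00404, same test) and -1.19 for Cryab (SE 0.31, adjusted p = 0.0192, same test). The call of Cryab was lost without DSS-treated WT library 3 (adjusted p = 0.0675) or 4 (adjusted p = 0.0585). Tram1l1 did not pass (log2 fold change -1.06, SE 0.36, adjusted p = 0.0501, same test), and passed without DSS-treated WT library 2 (adjusted p = 0.0249) and among genes with at least 10 counts in every library (adjusted p = 0.0306). In WT mice the levels with and without DSS were 2.32 ± 0.442 and 2.02 ± 0.911 CPM for Sec31b, and 12.3 and 13.3 CPM for Cryab. The interaction of genotype and DSS was -2.42 for Sec31b (SE 0.46, adjusted p = 0.006) and -2.41 for Cryab (SE 0.49, adjusted p = 0.00736), from the same test. Cryab fell beside all 17 contractile genes of smooth muscle, whose median log2 fold change with DSS in KO mice was -3.53 (17 adjusted over the list alone, camera adjusted p = 3.53e-29, and adjusted p = 0.2 with an estimated correlation).

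**Figure D1:**
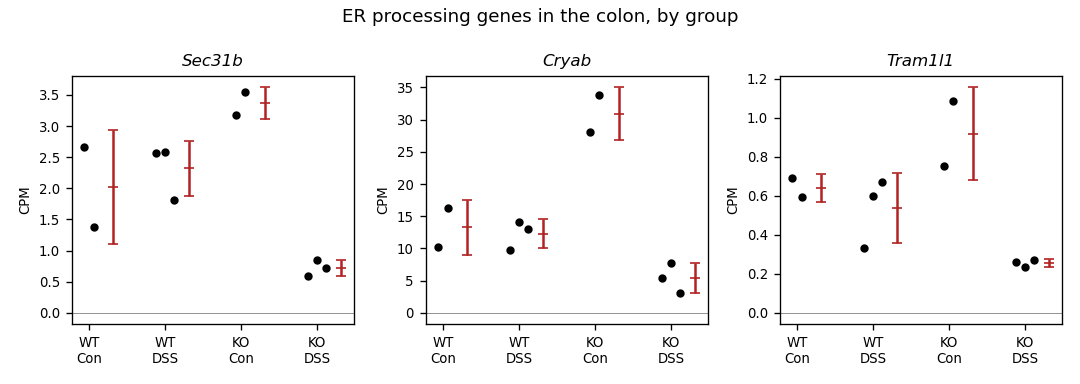
Levels of Sec31b, Cryab and Tram1l1 in CPM (vertical axes, from 0) in untreated (Con) and DSS-treated WT and ERdj5-KO mice, with black dots for libraries and red marks for the mean ± SD. The means of DSS-treated KO mice are the lowest of the 4 groups for each gene, at 0.721, 5.39 and 0.256 CPM.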

Considering that it was previously reported that ERdj5 regulates the UPR by inhibiting the phosphorylation of eukaryotic initiation factor 2α (eIF2α)^49^, we next assessed the levels of phosphorylated eIF2α and PERK and found that they were higher in the colon tissues of *ERdj5-*KO mice than in those of WT mice (Fig. 5a, b). In addition, a significant increase was observed in the levels of GRP78 and other PERK pathway-related proteins, including ATF4 and CHOP, in *ERdj5-*KO mice. The mRNA expression levels of *ATF4, XBP1s*, and *GRP78* were also higher in DSS-treated *ERdj5-*KO mice than in DSS-treated WT mice (Supplementary Fig. 8a–c). *XBP1* mRNA levels were positively correlated with *ERdj5* mRNA levels in UC patients (Supplementary Fig. 1a). To further assess changes in the molecular expression of UPR factors induced by ERdj5 ablation, we generated *ERdj5-*KO MODE-K cells using CRISPR/Cas9 (Supplementary Fig. 9a). The loss of ERdj5 led to a marked increase in the levels of phosphorylated eIF2α, indicating an increase in the PERK/eIF2α branch of the UPR (Fig. 5c).

**Fig. 5:**
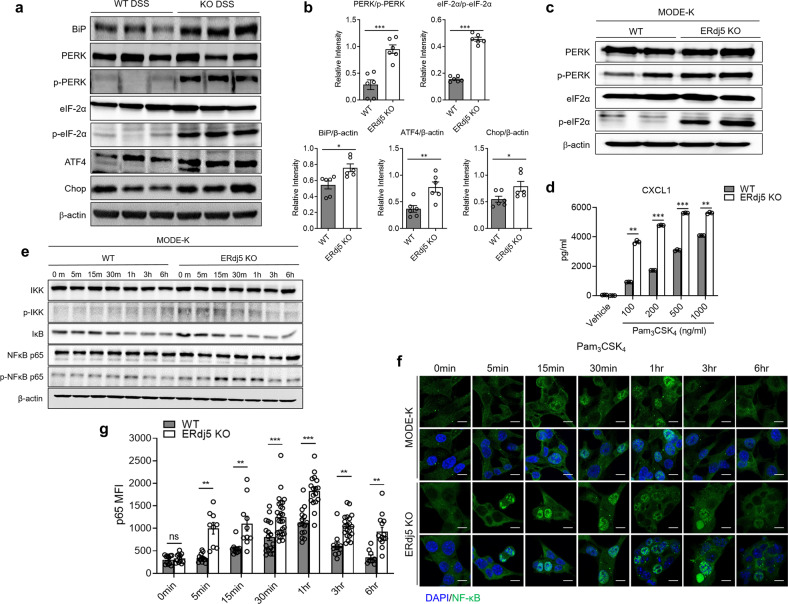
ERdj5 deficiency causes ER stress and inflammation mediated by NF-κB activation. **a** Expression profile of ER stress-related proteins in the colons of WT or *ERdj5-*KO mice treated with DSS (*n* = 6 per group). **b** Relative band intensities are expressed as the mean ± SEM. **c** ER stress proteins in *ERdj5-*KO MODE-K cells altered by the CRISPR/Cas9 system. **d** The level of CXCL1 in *ERdj5-*KO MODE-K cells after Pam_3_CSK_4_ treatment (100, 200, 500, and 1000 ng/ml) for 6 h (*n* = 3 per group). **e** The protein expression of NF-κB pathway factors in MODE-K cells treated with Pam_3_CSK_4_ (1 µg/ml) for 0, 5, 15, 30, 60, 180, and 360 min. **f** Nuclear translocation of NF-κB/p65 in *ERdj5-*KO MODE-K cells at the indicated time points after Pam_3_CSK_4_ treatment (1 µg/ml). **f** Immunofluorescence image (×200, scale bar 10 µm). **g** The mean fluorescence intensity of NF-κB/p65 (green) is shown (*n* = 9~27 per group). The data are representative of three independent experiments, and the values are expressed as the mean ± SEM. *P < 0.05, **P < 0.01, ***P < 0.001; Student’s *t test*.

Previous studies have suggested that an elevated UPR can increase NF-κB-mediated signaling via stimulation with TLR ligands^50^. Increased intestinal ER stress may increase inflammation by elevating NF-κB-dependent chemokine expression. To test our hypothesis, we assessed the expression level of CXCL1 in *ERdj5-*KO MODE-K cells following stimulation with Pam_3_CSK_4_. *ERdj5-*KO MODE-K cells secreted higher levels of CXCL1 than WT MODE-K cells in a dose-dependent manner (Fig. 5d). These results suggest that ERdj5 deletion in IECs increases CXCL1 secretion in response to TLR2 stimulation.

To clarify the mechanism of TLR2-induced CXCL1 production in ERdj5-deficient cells, we examined the nuclear translocation of NF-κB. Enhanced phosphorylation of IκB kinase (IKK) and early degradation of inhibitor of NF-κB alpha (IκBα) in *ERdj5-*KO MODE-K cells led to an increase in the level of phosphorylated NF-κB p65 (Fig. 5e). Accordingly, nuclear localization of NF-κB p65 in *ERdj5-*KO MODE-K cells was significantly increased after Pam_3_CSK_4_ treatment at early time points (Fig. 5f, g), suggesting that ERdj5 deficiency enhanced NF-κB activation. In addition, treatment of *ERdj5*-KO MODE-K cells with a PERK inhibitor inhibited NF-κB signaling following TLR2 stimulation (Supplementary Fig. 9b). Collectively, these results suggest that enhanced ER stress in the absence of ERdj5 sensitizes CXCL1 production via TLR2 stimulation via early and enhanced NF-κB activation.

### The chemical chaperone UDCA ameliorates DSS-induced colitis in the absence of ERdj5

It has been previously reported that oral administration of UDCA protects against acute DSS-induced colitis^51^. Since ERdj5 deficiency increased ER stress and epithelial cell death, we postulated that treatment with chemical chaperones, including UDCA, could alleviate severe DSS-induced colitis in *ERdj5-*KO mice. Daily oral administration of UDCA to *ERdj5-*KO mice restored the lost body weight and shortened colon length induced by DSS administration (Fig. 6a, b). UDCA attenuated the severe infiltration of immune cells into the intestinal glands and tissue damage in DSS-treated *ERdj5-*KO mice (Fig. 6c, d). In addition, the transcription levels of *GRP78*, *XBP1s*, and *ATF4*, which were highly increased after DSS administration in *ERdj5-*KO mice, were reduced by UDCA treatment, relieving excessive ER stress (Fig. 6e, Supplementary Fig. 8d, e). Although DSS-administered *ERdj5-*KO mice treated with UDCA had restored IL-22 levels (Supplementary Fig. 8f), we believe that this UDCA-driven amelioration of DSS-induced colitis in *ERdj5-*KO mice was independent of the restoration of IL-22 levels (Supplementary Fig. 3d). In addition, the levels of CXCL1, IL-1β, and IL-6 were markedly reduced in DSS-administered *ERdj5-*KO mice following UDCA treatment (Fig. 6f, g). UDCA treatment also decreased neutrophil infiltration and restored tight junction proteins (Fig. 6h, Supplementary Fig. 3a). Finally, we observed that the reduced levels of MUC2 in DSS-administered *ERdj5-*KO mice were restored by UDCA treatment (Fig. 6i, j). Collectively, these results show that goblet cell dysfunction and subsequent severe inflammation in DSS-administered *ERdj5-*KO mice could be rescued by chemical chaperone-mediated ER stress reduction.

**Fig. 6:**
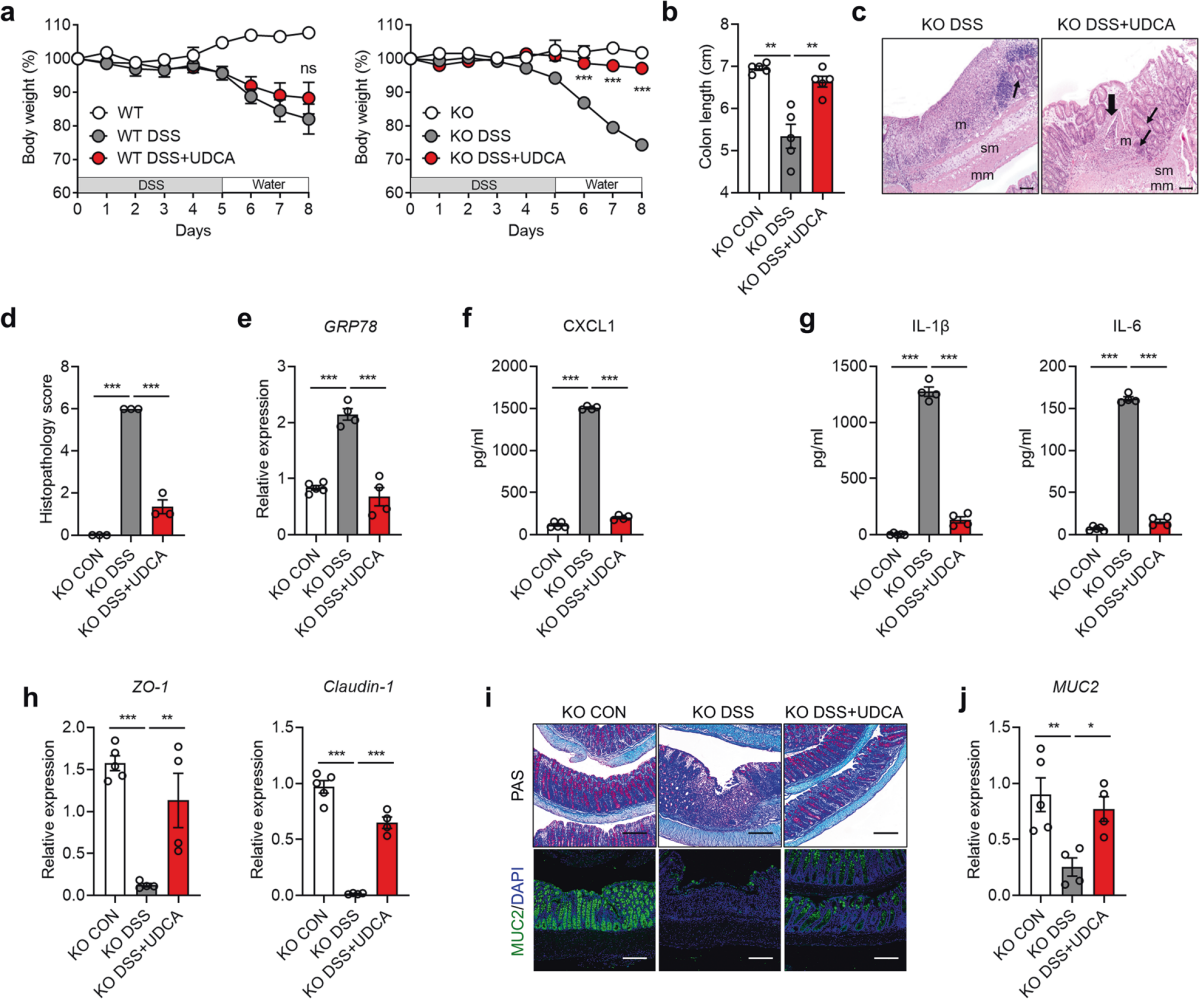
UDCA treatment ameliorates DSS-induced colitis in *ERdj5-*KO mice. WT and *ERdj5-*KO mice were administered 2% DSS in drinking water for 5 days and subsequently provided normal water. The mice were orally administered 500 mg/kg UDCA daily (*n* = 3–5 per group). **a** Bodyweight. **b** Colon length. **c** Representative H&E-stained colon tissue images (×100, scale bar 100 µm). Thin arrows indicate hyperplasia in affected areas. Thick arrows indicate multifocal inflammatory cell infiltration; m, mucosa; sm, submucosa; mm, muscular layer. **d** Histological scoring. **e** *GRP78* mRNA expression in colon tissues. **f** CXCL1, **g** IL-1 and IL-6 levels in colon homogenates. **h** *Zo-1* and *Cldn1* mRNA levels in colon tissues. **i** Representative PAS staining (×100) and MUC2 immunofluorescence (×200) images of the colon. Scale bar corresponds to 200 µm. **j** *MUC2* mRNA expression. The data are representative of three independent experiments, and the values are expressed as the mean ± SEM. *P < 0.05, **P < 0.01, ***P < 0.001; ns, not significant; one-way ANOVA was followed by Tukey’s test.

## Discussion

ERdj5 is highly expressed in the colon of patients with UC and in murine colitis. To investigate the role of ERdj5 in gut physiology and pathogenic colitis, we used *ERdj5-*KO mice. *ERdj5-*KO mice have a relatively normal gut physiology in the steady state. However, *ERdj5-*KO mice were more susceptible to DSS-induced colitis and enteric pathogens, such as *C. rodentium*, than WT mice. Although ablation of ERdj5 itself did not affect mucin production or goblet cell viability under homeotic conditions, there was a defect in mucin production under inflammatory conditions, presumably due to goblet cell apoptosis. In addition, ERdj5 deficiency weakened gut barrier integrity by reducing tight junction proteins and IL-22 production. Thus, reduced mucin production, increased goblet cell apoptosis, and damaged barrier integrity were observed in the colons of ERdj5-deficient mice following DSS administration or TLR stimulation. These findings suggest that ERdj5 is important for maintaining intestinal homeostasis by mucosal barriers under colitis conditions (Supplementary Fig. 10).

MUC2 has many cysteine residues linked by intra- and intermolecular disulfides for assembly in the ER and Golgi apparatus^52^. Disulfide bonds between the cysteine residues of mucin are important for proper folding and structural integrity^53,54^. MUC2 can serve as a substrate for ERdj5, which mediates the efficient cytosolic degradation of misfolded proteins via the ER-associated degradation pathway^55^. We determined that *ERdj5* was positively correlated with *MUC2*, *MUC1*, *MUC5AC*, and *MUC5B* (Supplementary Fig. 1a). 

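Galnt5 (gene ID 241391, chromosome 2, 57997850 to 58041027) encodes an enzyme that adds the first sugar of a mucin-type O-glycan. It was at 37.4 ± 1.87 CPM in DSS-treated WT mice and 16.8 ± 0.376 CPM in DSS-treated ERdj5-KO mice (SD, n = 3 libraries per group), a log2 fold change of -1.15 (SE 0.08, adjusted p = 0.000115, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was also lower in untreated KO than in untreated WT mice (20.9 against 33.8 CPM, n = 2 per group, log2 fold change -0.69, SE 0.10, adjusted p = 0.00542, same test), a call lost without untreated KO library 3 (adjusted p = 0.0531). The interaction of genotype and DSS for Galnt5 was -0.46 (SE 0.13, adjusted p = 0.0267, same test). St3gal2 (gene ID 20444, chromosome 8, 110919743 to 110974058), which caps such glycans with sialic acid, went from 7.19 ± 1.49 CPM in DSS-treated WT to 3.41 ± 1.21 CPM in DSS-treated KO mice (log2 fold change -1.07, SE 0.27, adjusted p = 0.0166, same test). Its call was lost without DSS-treated WT library 3 (adjusted p = 0.0655) or 4 (adjusted p = 0.0514), and in a fit of the 2 DSS-treated groups alone (adjusted p = 0.0511).

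Of 26 genes of mucin-type O-glycan synthesis, 10 fell and 2 rose (13 and 2 adjusted over the list alone). The sialyltransferase gene St6galnac2 and the glycan-starting gene Galnt6 fell (log2 fold changes -1.02 and -0.66), while Gcnt4, a branching enzyme, and Galnt3 rose (1.86 and 0.72). C1galt1, the gene of the core 1 enzyme, did not pass (log2 fold change -0.21, SE 0.16, adjusted p = 0.345, same edgeR test). The number that fell was 3 without DSS-treated WT library 3 and 6 without DSS-treated WT library 4. Camera gave adjusted p = 0.0454, and adjusted p = 0.401 with an estimated correlation, 0.0648 without DSS-treated WT library 2, 0.0542 without DSS-treated WT library 3, 0.0913 without DSS-treated KO library 1, 0.0862 without DSS-treated KO library 2 and 0.0599 in a fit of the 2 DSS-treated groups alone.

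Of 20 goblet cell markers, 11 fell (14 adjusted over the list alone) and 9 did not pass the test. Clca1, a secreted mucus protein, fell from 1505 ± 342 to 404 ± 162 CPM (log2 fold change -1.90, SE 0.31, adjusted p = 0.00289, same edgeR test). Ern2, the IRE1β gene of goblet cells, and Fcgbp, a mucus protein, had log2 fold changes of -1.12 (adjusted p = 0.000523) and -0.96 (adjusted p = 0.00788), same edgeR test. The trefoil gene Tff3 and the goblet cell regulator Spdef did not pass (adjusted p = 0.0652 and 0.128, same edgeR test). Camera gave adjusted p = 2.65e-05 for this list, and adjusted p = 0.371 with an estimated correlation. In untreated mice 3 of the 20, Agr2, Spink4 and Retnlb, were lower in KO than in WT mice (9 lower and 1 higher adjusted over the list alone, median log2 fold change -0.49, camera adjusted p = 0.0014, and adjusted p = 0.453 with an estimated correlation). The untreated call of Agr2 was lost without untreated KO library 2 (0.0601) or 3 (0.0607), and that of Spink4 without any 1 of the 4 untreated libraries (0.0629 to 0.112). With DSS in KO mice, 6 rose and 4 fell (6 and 4 adjusted over the list alone, camera adjusted p = 0.875).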

In the colon of DSS-treated *ERdj5-*KO mice, the expression of *Galnt5* and *St3gal2*, which are involved in mucin-type O-glycan biosynthesis^56^, was downregulated, followed by reduced synthesis of mature mucin. Furthermore, the expression of *Hsph1*, *Hyou1*, and *Ero1l*, which are associated with protein folding in the ER^57^, was increased in the colons of *ERdj5-*KO mice, suggesting a critical need for chaperone activity during protein folding. 

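Hsph1 (gene ID 15505, chromosome 5, 149616843 to 149636498), which encodes a cytosolic chaperone of the HSP110 family, was at 42.5 ± 11.5 CPM in DSS-treated WT mice and 98.5 ± 28.0 CPM in DSS-treated ERdj5-KO mice (SD, n = 3 libraries per group), a log2 fold change of 1.21 (SE 0.23, adjusted p = 0.00528, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Hyou1 (gene ID 12282, chromosome 9, 44379490 to 44392369), a chaperone of the ER, went from 124 ± 26.8 to 258 ± 47.6 CPM (log2 fold change 1.05, SE 0.18, adjusted p = 0.00375, same test). Ero1l (gene ID 50527, chromosome 14, 45283087 to 45318572), an oxidase that re-oxidizes protein disulfide isomerase, went from 79.7 ± 5.88 to 191 ± 61.7 CPM (log2 fold change 1.26, SE 0.19, adjusted p = 0.00207, same test). All 3 KO libraries lay above all 3 WT libraries for each gene, and each call passed in each fit that left out 1 library. The interaction of genotype and DSS was 1.48 for Hyou1 (adjusted p = 0.00658, same test) and 1.34 for Ero1l (adjusted p = 0.0113, same test, and 0.0503 without untreated KO library 2), and it did not pass for Hsph1 (0.98, adjusted p = 0.0729, same test).

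Of 27 ER chaperones and targets of ATF6 and XBP1, 17 rose (21 adjusted over the list alone) and 10 did not pass the test. Creld2 and Manf, secreted factors of the ER stress response, and the ER chaperone gene Hsp90b1 had log2 fold changes of 1.41, 1.25 and 0.87 (adjusted p = 0.000788, 0.00114 and 0.00319, same edgeR test). The list's mean log2 CPM was 7.31, 7.09 and 7.28 in the WT libraries and 7.76, 7.65 and 7.98 in the KO libraries. The list's camera adjusted p was 1.42e-09, and adjusted p = 0.362 with an estimated correlation. With DSS in KO mice, 25 of these 27 genes rose (25 adjusted over the list alone), and 18 had a larger response than in WT mice (20 adjusted over the list alone). In untreated mice 8 of the 27 were lower in KO than in WT mice (16 adjusted over the list alone, camera adjusted p = 6.2e-07, and adjusted p = 0.39 with an estimated correlation), a difference that enters both of these counts. Of the 8, 2 were lower without untreated WT library 2, and edgeR called 0 without untreated WT library 3 or untreated KO library 2 or 3.

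Of 16 targets of PERK and ATF4, 8 rose and 1 fell (8 and 1 adjusted over the list alone). Chac1, which degrades glutathione, and the amino acid synthesis genes Psat1 and Asns had log2 fold changes of 2.14, 1.76 and 1.28 (adjusted p = 0.00271, 0.00177 and 0.00144, same edgeR test), and Vldlr, a lipoprotein receptor gene, one of -0.93 (adjusted p = 0.00132, same edgeR test). These targets had camera adjusted p = 0.000179, and adjusted p = 0.167 with an estimated correlation. Of 19 members of the protein disulfide isomerase family, to which ERdj5 belongs, 7 rose and 2 fell (7 and 2 adjusted over the list alone), with Erp29 (0.73) and Pdia6 (0.67) among those that rose, and camera did not pass (adjusted p = 0.292, and adjusted p = 0.737 with an estimated correlation). Dnajc10 itself and Tmx4 (-0.65) were the 2 that fell.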

In response to demand for MUC2 biosynthesis, ERdj5 deficiency disrupts the misfolded protein disposal system, leads to the accumulation of misfolded MUC2 and enhancing ER stress and the UPR. Based on the results from DSS-treated *ERdj5-*KO mice and *ERdj5-*KO MODE-K cells, ERdj5 deficiency increased ER stress, as evidenced by increased phosphorylation levels of PERK and eIF-2α, as well as GRP78, ATF4, and CHOP. CHOP is a transcription factor induced by ATF4 and cleaved ATF6 that induces several proapoptotic factors, including death receptor 5 (DR5) and growth arrest and DNA damage 34 (GADD34)^58^. Thus, the increased ER stress in *ERdj5-*KO mice with elevated CHOP expression might be responsible for the increased apoptosis of goblet cells induced by DSS administration and TLR stimulation. In addition, this finding suggests that ERdj5 regulates ER stress responses by correcting the misfolded MUC2 protein.

Goblet cells are easily exposed to ER stress under inflammatory and infectious conditions. Excessive ER stress can lead to the death of goblet cells, which is driven by ER stress-triggered reactive oxygen species (ROS)^59,60^. Inflammatory cytokines, including IL-1β, IL-6, and TNF-α, can stimulate mucin production^61^. In addition, some microbial products deliver innate signals that induce mucin production by IECs through NF-κB signaling^62^. DSS treatment also induces the hypersecretion of mucin^59^. When *ERdj5-*KO mice were exposed to environmental insults, such as DSS, TLR ligands, and infection, MUC2 production and goblet cells were markedly decreased in the colons of *ERdj5-*KO mice. Thus, ERdj5 is essential for maintaining goblet cell homeostasis under inflammatory conditions, although ERdj5 deficiency itself does not directly cause ER stress in vivo.

The importance of MUC2 production in gut barrier homeostasis has been revealed in several previous studies. Mice that were genetically deficient in MUC2 spontaneously developed severe intestinal inflammation, which frequently progressed to invasive adenocarcinoma and rectal tumors at a later age^63^. Similarly, Winnie and Eeyore mice, which contain missense mutations in MUC2, exhibit early dysbiosis, the loss of goblet cells, mucus barrier impairment, and spontaneous development of colitis^64^. The AGR2 and ER to nucleus signaling 2 (ERN2), which is also known as IRE1β^14,65^, are goblet cell-specific ER proteins involved in normal MUC2 biosynthesis. *Ire1β*^-/-^ mice have decreased production of intestinal MUC2 and increased susceptibility to DSS-induced colitis^66^. AGR2 variants have been identified as risk factors for IBD, including CD and UC^67^. AGR2 mediates the formation of disulfide bonds and proper folding of MUC2 through its thioredoxin-like domain^14^. Mice that are deficient in AGR2 are highly susceptible to DSS-induced colitis because of decreased levels of intestinal mucin, as well as abnormal Paneth cells in association with increased levels of ER stress^68^. In addition to genetic defects in MUC2 production, common food additive polysaccharides, such as maltodextrin, can trigger ER stress in goblet cells, mediate mucus depletion in association with alterations in MUC2 folding, and exacerbate chemically induced intestinal inflammation^69^. In infectious colitis and IBD, where MUC2 production is significantly increased, misfolded MUC2 accumulates, leading to ER stress-mediated goblet cell death^59^. These reports highlight the importance of proper MUC2 production for the maintenance of goblet cell health and overall mucosal homeostasis. Interestingly, although MUC2 protein levels were significantly reduced in *AGR2*^-/-^ mice and *MUC2*^-/-^ mice under steady-state conditions, *ERdj5-*KO mice exhibited normal levels of MUC2 in the colon^20,68^. In addition, there were no signs of defects in mucus-filled goblet cells of the colonic epithelium and colonoids from *ERdj5-*KO mice under steady-state conditions. These results suggest that ERdj5 is dispensable for MUC2 production in healthy gut environments. Thus, in the absence of ERdj5, other ER-resident PDI molecules, including AGR2 and PDIA3, may play compensatory roles to ensure proper ER function and proteostasis under steady-state conditions. Intriguingly, ERdj5 plays a crucial role in normal MUC2 biosynthesis. However, further investigations are necessary to elucidate the role of ERdj5 under inflammatory conditions.

ER stress and the UPR are important risk factors for IBD onset. As a consequence of the specific deletion of XBP-1 in murine IECs, aberrant ER stress leads to gut-specific inflammation^13,36^. Consistent with this finding, multiple single-nucleotide polymorphisms (SNPs) in XBP-1 have been observed in patients with IBD^13^. As common genetic factors in human IBD patients, SNPs recognize the UPR pathways, the PERK-ATF4-CHOP pathway, and GRP78, which is an important regulator of UPR initiation^13^. Activation of the NF-κB signaling pathway is a hallmark of intestinal inflammation in patients with IBD^70^. Gut microbiome-dependent TLR activation or an exacerbated ER stress pathway in IECs activates NF-κB signaling^36,71^. The depletion of XBP-1 in IECs results in IRE1-dependent NF-κB activation^36^, which might be triggered by TLR-dependent signaling in response to microbial substances^71^. Therefore, we postulated that ER stress in IECs was closely associated with intestinal inflammation. Accordingly, several previous reports have suggested that ER stress can reinforce the NF-κB signaling pathway. Chemically induced ER stress with tunicamycin or thapsigargin induces NF-κB activation in an IRE1-dependent manner^72^, and TRAF2 plays a critical role in ER stress-induced IκBα degradation and NF-kB activation^73^. In addition, the PERK/eIF2α pathway, another UPR axis, is associated with NF-κB activation under ER stress conditions^74^. Phosphorylation of eIF2α activates the NF-κB pathway by suppressing the translation of IκBα without inducing IκB degradation^75^. Finally, the ATF6 branch of the UPR is associated with NF-κB activation in response to ER stress. Inhibition of ATF6 suppresses NF-κB activation by Shiga-toxigenic *E. coli* toxin^76^. In the present study, ERdj5 deficiency promoted ER stress and reinforced TLR2-induced NF-κB activation, followed by enhanced chemokine production. Collectively, these results suggest that the attenuation of NF-κB could be a successful therapeutic approach for ER stress-associated inflammatory diseases, including IBD.

Conversely, inflammation can also induce an ER stress response. ER stress is known to be associated with inflammatory conditions, such as atherosclerosis, cystic fibrosis, and IBD^15,77,78^. As an example of inflammation-induced ER stress, proinflammatory cytokines, including IL-6, IL-1β, and TNF-α, can trigger the UPR^74^. Furthermore, inflammation-induced ROS and nitric oxide (NO) production, as well as inhibition of sarco/endoplasmic reticulum Ca^2+^ ATPase (SERCA) and ER chaperones, are also associated with the UPR^79^. Thus, inflammation itself can induce the ER stress response, and in turn, ER stress can enhance the inflammatory response to TLR stimulation. To develop preventive and therapeutic drugs against IBD, several strategies that reduce ER stress have been effective in preclinical studies. Recently, chemical chaperones, including UDCA and 4-phenylbutyric acid, were shown to suppress gut inflammation in a mouse model^80^. We confirmed that UDCA treatment significantly improved DSS-induced colitis in *ERdj5-*KO mice, suggesting that UDCA is a potential therapeutic candidate for the treatment of ER stress-related colitis.

Defective degradation of misfolded MUC2 in the context of ERdj5 deficiency leads to defective mucus barrier integrity and inflammation, which increases ER stress. The increased ER stress caused by ERdj5 deficiency affects goblet cells more severely, leading to their selective depletion by apoptosis. Our findings highlight the crucial role of ERdj5 in preserving goblet cell survival and function, as well as the importance of the mucus barrier in maintaining gut homeostasis. UDCA treatment of DSS-administered *ERdj5-*KO mice ameliorated colitis by restoring mucin production and gut barrier molecules, suggesting the potential of UDCA in the treatment of patients with IBD. These results suggest that the amelioration of excessive ER stress could be a prospective strategy for the development of preventive and therapeutic agents for the treatment of patients with IBD.

## Supplementary information

Supplementary_Figure

## References

[1] McCracken VJ, Lorenz RG (2001). The gastrointestinal ecosystem: a precarious alliance among epithelium, immunity and microbiota. Cell. Microbiol..

[2] Liévin-Le Moal V, Servin AL (2006). The front line of enteric host defense against unwelcome intrusion of harmful microorganisms: mucins, antimicrobial peptides, and microbiota. Clin. Microbiol. Rev..

[3] Johansson ME, Hansson GC (2016). Immunological aspects of intestinal mucus and mucins. Nat. Rev. Immunol..

[4] van Putten JPM, Strijbis K (2017). Transmembrane Mucins: Signaling Receptors at the Intersection of Inflammation and Cancer. J. Innate Immun..

[5] Pelaseyed T (2014). The mucus and mucins of the goblet cells and enterocytes provide the first defense line of the gastrointestinal tract and interact with the immune system. Immunol. Rev..

[6] Fang J (2021). Slimy partners: the mucus barrier and gut microbiome in ulcerative colitis. Exp. Mol. Med..

[7] Singh V (2022). Chronic Inflammation in Ulcerative Colitis Causes Long-Term Changes in Goblet Cell Function. Cell. Mol. Gastroenterol. Hepatol..

[8] Depaepe T (2021). At the Crossroads of Survival and Death: The Reactive Oxygen Species-Ethylene-Sugar Triad and the Unfolded Protein Response. Trends Plant Sci..

[9] Kaser A, Blumberg RS (2010). Survive an innate immune response through XBP1. Cell Res..

[10] Gardner BM, Pincus D, Gotthardt K, Gallagher CM, Walter P (2013). Endoplasmic reticulum stress sensing in the unfolded protein response. Cold Spring Harb. Perspect. Biol..

[11] Lee AH, Chu GC, Iwakoshi NN, Glimcher LH (2005). XBP-1 is required for biogenesis of cellular secretory machinery of exocrine glands. Embo J..

[12] Kaser A, Zeissig S, Blumberg RS (2010). Inflammatory bowel disease. Annu. Rev. Immunol..

[13] Kaser A (2008). XBP1 links ER stress to intestinal inflammation and confers genetic risk for human inflammatory bowel disease. Cell.

[14] Park SW (2009). The protein disulfide isomerase AGR2 is essential for production of intestinal mucus. Proc. Natl Acad. Sci. U. S. A..

[15] Kaser A, Martínez-Naves E, Blumberg RS (2010). Endoplasmic reticulum stress: implications for inflammatory bowel disease pathogenesis. Curr. Opin. Gastroenterol..

[16] Meng Y (2015). The protein disulfide isomerase 1 of Phytophthora parasitica (PpPDI1) is associated with the haustoria-like structures and contributes to plant infection. Front. Plant Sci..

[17] Haeri M, Knox BE (2012). Endoplasmic Reticulum Stress and Unfolded Protein Response Pathways: Potential for Treating Age-related Retinal Degeneration. J. Ophthalmic Vis. Res..

[18] Sato Y (2013). Synergistic cooperation of PDI family members in peroxiredoxin 4-driven oxidative protein folding. Sci. Rep..

[19] Linden SK, Sutton P, Karlsson NG, Korolik V, McGuckin MA (2008). Mucins in the mucosal barrier to infection. Mucosal Immunol..

[20] Van der Sluis M (2006). Muc2-deficient mice spontaneously develop colitis, indicating that MUC2 is critical for colonic protection. Gastroenterology.

[21] Al-Shaibi AA (2021). Human AGR2 Deficiency Causes Mucus Barrier Dysfunction and Infantile Inflammatory Bowel Disease. Cell. Mol. Gastroenterol. Hepatol..

[22] Ushioda R (2016). Redox-assisted regulation of Ca2+ homeostasis in the endoplasmic reticulum by disulfide reductase ERdj5. Proc. Natl Acad. Sci. U. S. A..

[23] Oka OB, Pringle MA, Schopp IM, Braakman I, Bulleid NJ (2013). ERdj5 is the ER reductase that catalyzes the removal of non-native disulfides and correct folding of the LDL receptor. Mol. Cell.

[24] Muñoz-Lobato F (2014). Protective role of DNJ-27/ERdj5 in Caenorhabditis elegans models of human neurodegenerative diseases. Antioxid. Redox Signal..

[25] Apostolou E, Moustardas P, Iwawaki T, Tzioufas AG, Spyrou G (2019). Ablation of the Chaperone Protein ERdj5 Results in a Sjögren’s Syndrome-Like Phenotype in Mice, Consistent With an Upregulated Unfolded Protein Response in Human Patients. Front. Immunol..

[26] Hosoda A, Tokuda M, Akai R, Kohno K, Iwawaki T (2009). Positive contribution of ERdj5/JPDI to endoplasmic reticulum protein quality control in the salivary gland. Biochem. J..

[27] Huang da W, Sherman BT, Lempicki RA (2009). Bioinformatics enrichment tools: paths toward the comprehensive functional analysis of large gene lists. Nucleic Acids Res..

[28] Huang da W, Sherman BT, Lempicki RA (2009). Systematic and integrative analysis of large gene lists using DAVID bioinformatics resources. Nat. Protoc..

[29] Wang Y (2020). Single-cell transcriptome analysis reveals differential nutrient absorption functions in human intestine. J. Exp. Med..

[30] Kim YI (2018). CX(3)CR1(+) Macrophages and CD8(+) T Cells Control Intestinal IgA Production. J. Immunol..

[31] Graves CL (2014). A method for high purity intestinal epithelial cell culture from adult human and murine tissues for the investigation of innate immune function. J. Immunol. Methods.

[32] Erben U (2014). A guide to histomorphological evaluation of intestinal inflammation in mouse models. Int. J. Clin. Exp. Pathol..

[33] Allaire JM (2021). Interleukin-37 regulates innate immune signaling in human and mouse colonic organoids. Sci. Rep..

[34] Grebenyuk S, Ranga A (2019). Engineering Organoid Vascularization. Front. Bioeng. Biotechnol..

[35] Taylor GA (2020). Irgm1-deficiency leads to myeloid dysfunction in colon lamina propria and susceptibility to the intestinal pathogen Citrobacter rodentium. PLoS Pathog..

[36] Adolph TE (2013). Paneth cells as a site of origin for intestinal inflammation. Nature.

[37] Sanjana NE, Shalem O, Zhang F (2014). Improved vectors and genome-wide libraries for CRISPR screening. Nat. Methods.

[38] Cunnea PM (2003). ERdj5, an endoplasmic reticulum (ER)-resident protein containing DnaJ and thioredoxin domains, is expressed in secretory cells or following ER stress. J. Biol. Chem..

[39] Sroussi HY, Lu Y, Zhang QL, Villines D, Marucha PT (2010). S100A8 and S100A9 inhibit neutrophil oxidative metabolism in-vitro: involvement of adenosine metabolites. Free Radic. Res..

[40] Zhang G (2018). Elevated Expression of Serum Amyloid A 3 Protects Colon Epithelium Against Acute Injury Through TLR2-Dependent Induction of Neutrophil IL-22 Expression in a Mouse Model of Colitis. Front. Immunol..

[41] Zhang X, Xu W (2017). Neutrophils diminish T-cell immunity to foster gastric cancer progression: the role of GM-CSF/PD-L1/PD-1 signalling pathway. Gut.

[42] Yadav S (2018). Nitric oxide synthase 2 enhances the survival of mice during Salmonella Typhimurium infection-induced sepsis by increasing reactive oxygen species, inflammatory cytokines and recruitment of neutrophils to the peritoneal cavity. Free Radic. Biol. Med..

[43] Lee B, Moon KM, Kim CY (2018). Tight Junction in the Intestinal Epithelium: Its Association with Diseases and Regulation by Phytochemicals. J. Immunol. Res..

[44] Groschwitz KR, Hogan SP (2009). Intestinal barrier function: molecular regulation and disease pathogenesis. J. Allergy Clin. Immunol..

[45] Wei HX, Wang B, Li B (2020). IL-10 and IL-22 in Mucosal Immunity: Driving Protection and Pathology. Front. Immunol..

[46] Kim S (2022). Amelioration of DSS-Induced Acute Colitis in Mice by Recombinant Monomeric Human Interleukin-22. Immune Netw..

[47] Sham HP (2018). Immune Stimulation Using a Gut Microbe-Based Immunotherapy Reduces Disease Pathology and Improves Barrier Function in Ulcerative Colitis. Front. Immunol..

[48] Bergstrom KS (2008). Modulation of intestinal goblet cell function during infection by an attaching and effacing bacterial pathogen. Infect. Immun..

[49] Thomas CG, Spyrou G (2009). ERdj5 sensitizes neuroblastoma cells to endoplasmic reticulum stress-induced apoptosis. J. Biol. Chem..

[50] Kim S, Joe Y, Surh YJ, Chung HT (2018). Differential Regulation of Toll-Like Receptor-Mediated Cytokine Production by Unfolded Protein Response. Oxid. Med. Cell. Longev..

[51] Van den Bossche L (2017). Ursodeoxycholic Acid and Its Taurine- or Glycine-Conjugated Species Reduce Colitogenic Dysbiosis and Equally Suppress Experimental Colitis in Mice. Appl. Environ. Microbiol..

[52] Javitt G (2020). Assembly Mechanism of Mucin and von Willebrand Factor Polymers. Cell.

[53] Mueller P (2018). High level in vivo mucin-type glycosylation in Escherichia coli. Microb. Cell Fact..

[54] Cornick S, Tawiah A, Chadee K (2015). Roles and regulation of the mucus barrier in the gut. Tissue Barriers.

[55] Ushioda R (2008). ERdj5 is required as a disulfide reductase for degradation of misfolded proteins in the ER. Science.

[56] Xi D (2021). The glycosyltransferase ST3GAL2 is regulated by miR-615-3p in the intestinal tract of Campylobacter jejuni infected mice. Gut Pathog..

[57] Piróg KA (2019). XBP1 signalling is essential for alleviating mutant protein aggregation in ER-stress related skeletal disease. PLoS Genet..

[58] Hu H, Tian M, Ding C, Yu S (2018). The C/EBP Homologous Protein (CHOP) Transcription Factor Functions in Endoplasmic Reticulum Stress-Induced Apoptosis and Microbial Infection. Front. Immunol..

[59] Tawiah A (2018). High MUC2 Mucin Expression and Misfolding Induce Cellular Stress, Reactive Oxygen Production, and Apoptosis in Goblet Cells. Am. J. Pathol..

[60] Tiwari S, Begum S, Moreau F, Gorman H, Chadee K (2021). Autophagy is required during high MUC2 mucin biosynthesis in colonic goblet cells to contend metabolic stress. Am. J. Physiol. Gastrointest. Liver Physiol..

[61] Enss ML (2000). Proinflammatory cytokines trigger MUC gene expression and mucin release in the intestinal cancer cell line LS180. Inflamm. Res..

[62] Lemjabbar H, Basbaum C (2002). Platelet-activating factor receptor and ADAM10 mediate responses to Staphylococcus aureus in epithelial cells. Nat. Med..

[63] Velcich A (2002). Colorectal cancer in mice genetically deficient in the mucin Muc2. Science.

[64] Heazlewood CK (2008). Aberrant mucin assembly in mice causes endoplasmic reticulum stress and spontaneous inflammation resembling ulcerative colitis. PLoS Med..

[65] Tsuru A (2013). Negative feedback by IRE1β optimizes mucin production in goblet cells. Proc. Natl Acad. Sci. U. S. A..

[66] Bertolotti A (2001). Increased sensitivity to dextran sodium sulfate colitis in IRE1beta-deficient mice. J. Clin. Invest..

[67] Zheng W (2006). Evaluation of AGR2 and AGR3 as candidate genes for inflammatory bowel disease. Genes Immun..

[68] Zhao F (2010). Disruption of Paneth and goblet cell homeostasis and increased endoplasmic reticulum stress in Agr2-/- mice. Dev. Biol..

[69] Laudisi F (2019). The Food Additive Maltodextrin Promotes Endoplasmic Reticulum Stress-Driven Mucus Depletion and Exacerbates Intestinal Inflammation. Cell. Mol. Gastroenterol. Hepatol..

[70] Liu T, Zhang L, Joo D, Sun SC (2017). NF-κB signaling in inflammation. Signal Transduct. Target. Ther..

[71] Martinon F, Chen X, Lee AH, Glimcher LH (2010). TLR activation of the transcription factor XBP1 regulates innate immune responses in macrophages. Nat. Immunol..

[72] Hu P, Han Z, Couvillon AD, Kaufman RJ, Exton JH (2006). Autocrine tumor necrosis factor alpha links endoplasmic reticulum stress to the membrane death receptor pathway through IRE1alpha-mediated NF-kappaB activation and down-regulation of TRAF2 expression. Mol. Cell. Biol..

[73] Kaneko M, Niinuma Y, Nomura Y (2003). Activation signal of nuclear factor-kappa B in response to endoplasmic reticulum stress is transduced via IRE1 and tumor necrosis factor receptor-associated factor 2. Biol. Pharm. Bull..

[74] Chipurupalli S, Samavedam U, Robinson N (2021). Crosstalk Between ER Stress, Autophagy and Inflammation. Front. Med. (Lausanne).

[75] Deng J (2004). Translational repression mediates activation of nuclear factor kappa B by phosphorylated translation initiation factor 2. Mol. Cell. Biol..

[76] Yamazaki H (2009). Activation of the Akt-NF-kappaB pathway by subtilase cytotoxin through the ATF6 branch of the unfolded protein response. J. Immunol..

[77] Hotamisligil GS (2010). Endoplasmic reticulum stress and atherosclerosis. Nat. Med..

[78] Ribeiro CM, Boucher RC (2010). Role of endoplasmic reticulum stress in cystic fibrosis-related airway inflammatory responses. Proc. Am. Thorac. Soc..

[79] Ly LD (2017). Oxidative stress and calcium dysregulation by palmitate in type 2 diabetes. Exp. Mol. Med..

[80] Cao SS (2013). The unfolded protein response and chemical chaperones reduce protein misfolding and colitis in mice. Gastroenterology.

How the deposited data were processed for this re-analysis (not part of the article)

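Colon RNA of untreated and DSS-treated WT and ERdj5-KO mice was sequenced by the authors, and the series labels give 10 libraries (2 untreated WT, 3 DSS-treated WT, 2 untreated KO and 3 DSS-treated KO). The submitters' processing notes name Trimmomatic 0.38, HISAT2 2.1.0, Bowtie2 2.3.4.1, StringTie 2.1.3b and mm10, without saying what each did. The authors deposited 1 table with a read count per gene and library for 29320 genes, beside 30 columns of other normalized values per library, which were not used. The deposited table also gives fold changes and p-values of the authors' own comparisons for DSS-treated KO against DSS-treated WT mice and for untreated KO against untreated WT mice. These were used only where the text says that they are the authors'. The fold changes are a score made by the authors before deposit, a signed linear fold with a fall written as a negative number. The test behind the authors' p-values is not given in the sources used here. The count columns carry group and number, and the numbers were taken as the table gives them, since they do not match the sample titles one to one. How reads mapping to more than 1 gene were counted, and whether strand was used, is not given in the sources used here.

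Counts were analysed in R 4.3.3 with edgeR 4.0.16 and limma 3.58.1. Genes were kept by edgeR's default filter on the 4 groups, which left 20472, and libraries were scaled with TMM factors. All libraries entered a quasi-likelihood fit with a mean per group. DSS-treated KO was compared with DSS-treated WT, DSS-treated with untreated mice within each genotype, untreated KO with untreated WT, and the responses to DSS of the genotypes with each other (the interaction). P-values were adjusted by Benjamini-Hochberg over all tested genes, and a gene was called at an adjusted p under 0.05. The thresholds of the paper's methods (p under 0.01 and fold over 3) were applied to the same fit. Fold changes are given as log2 values with their standard error. Levels are CPM scaled by TMM, as mean and SD per group. Against a group with no counts, the fold is a lower bound from a floor of 3 counts over the group, which covers counting error only.

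Genes were named by rule. The rule takes every gene the paper names for the RNA sequencing or measured otherwise. It also takes the 10 largest rises and 10 largest falls between DSS-treated KO and WT mice (5 and 5 in the other comparisons). These were picked among called genes with a mean log2 CPM of at least 1, leaving out Gm, Rik, LOC and predicted genes. Except for the interaction, every library of 1 group also had to lie above every library of the other. Members of the gene lists were used as examples. The 35 lists cover the cell types of the colon wall, ER stress and protein folding, mucin synthesis, inflammation, interferon, the matrix, metabolism, contaminating tissues and the genes of the heatmap in Fig. 2d. Of their 595 genes, 569 were matched to the table, 565 by the exact symbol. Lists with at least 5 tested members, apart from the 2 lists taken from the paper's own named genes and heatmap and from the added clock lists, were tested with camera (32 lists), with a preset correlation of 0.01 and with an estimated one, and Benjamini-Hochberg adjustment over lists. Another 2 lists of circadian clock genes were added after the values had been seen. Positions come from a RefSeq annotation of GRCm38.p6, which matched 29251 of the 29320 genes.

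Total counts were 59238997 and 59798576 in untreated WT, 64331798 to 72197887 in DSS-treated WT, 49689389 and 66844376 in untreated KO, and 54392227 to 65307535 in DSS-treated KO mice. Libraries of a group differed by more than sampling noise in every pair (mean chi-square per gene 47.9 to 196 over 14065 genes). The steps were tested on simulated counts with the means and library sizes of the real data. Their spread per gene was the one that edgeR estimated. Of 20472 genes, 200 were changed between DSS-treated KO and WT mice. EdgeR recovered 7 of 67 genes changed 1.5-fold, 35 of 67 changed 2-fold and 61 of 66 changed 4-fold, with 1 false call. DESeq2 recovered 22, 52 and 66 of these, with 54 false calls. Far more genes, 6096, were called in the real comparison, and recovery depends on that share. The spread was edgeR's own, so the check does not rank the 2 tools or give their recovery in the real data. On a list doubled in the simulated counts, camera gave p = 4.4e-67 with the preset and 1.4e-06 with the estimated correlation. On an unchanged list it gave 0.461 and 0.515. The simulated genes were drawn independently of each other. The check therefore says nothing about camera where genes of a list vary together, as in the smooth muscle list (estimated correlation 0.879).

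The alternatives tried were RLE factors for TMM, DESeq2 1.42.0 for edgeR, no filter on low counts, a filter of at least 10 counts in every library, a fit of only the groups compared, the library number as a block, and leaving out each library in turn. Where that left a group with 1 library, the lone library was assumed to vary like the others. Size factors moved the median of all genes by less than 0.05 on the log2 scale in each comparison. The first 2 components of log2 CPM held 45.2% and 18.9% of the variance. The DSS-treated KO libraries lay at 93.4, 76.6 and 104 on the first, the untreated KO libraries at -78.9 and -93.7, the DSS-treated WT libraries at 0.887, -30.9 and -5.64, and the untreated WT libraries at -33.5 and -31.9. GO and KEGG terms were left out because the table carries no annotation. The qPCR, protein, cell line and organoid experiments have no deposited file, and Supplementary Fig. 2 was not analysed here. Some genes are not reported here.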

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

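The tests on genetic background, time of day, the share of muscle wall and genes taking many counts were chosen only after the results had been seen, as were the 2 lists of clock genes, and the tests on the region around Dnajc10, the stretch of colon and other splits of the libraries were set beforehand.

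The response to DSS differed between the genotypes for 5482 genes by the interaction term of edgeR's quasi-likelihood fit with Benjamini-Hochberg adjustment (8179 at an unadjusted p under 0.05). The naming rule took 10 genes from the largest called changes of the interaction, so that they pass follows from the choice. Cyp2c55, a cytochrome P450 (adjusted p = 0.00127), Slc30a10, a manganese exporter (adjusted p = 0.00194), Dpp10, a subunit of potassium channels (adjusted p = 0.00278), Krt17, a keratin (adjusted p = 0.00362), and Klk15, a protease (adjusted p = 0.00447), fell with DSS in KO mice beyond their change in WT mice. Ccl4 (adjusted p = 0.00456), Ccl3 (adjusted p = 0.00953) and Cxcl2 (adjusted p = 0.0133), which encode chemokines, rose beyond their change in WT mice. So did Chil3, a chitinase-like protein of myeloid cells (adjusted p = 0.0093), and Spink6, a protease inhibitor (adjusted p = 0.0113). The difference between untreated KO and WT mice enters each interaction. Its log2 fold change was 4.35 for Cyp2c55, 3.99 for Slc30a10, 3.40 for Klk15, 2.24 for Krt17 and 0.62 for Dpp10. For Ccl4, Chil3 and Ccl3 it was -6.38, -5.21 and -4.40. The interactions of these 8 genes were -7.17, -5.29, -5.91, -6.17, -5.28, 9.62, 7.72 and 7.41. The call was lost for Cxcl2 without untreated WT library 2 (0.0519) or 3 (0.0729), for Chil3 without untreated KO library 3 (0.0557), for Ccl3 without the same library (0.0556), and for Spink6 without untreated WT library 2 (1). The total was 3208, 2824, 3330 and 2911 without untreated WT library 2 or 3 and untreated KO library 2 or 3.

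Between untreated KO and untreated WT mice, which the authors' deposited table compares (3784 genes at the authors' adjusted p under 0.05) and the circles of Fig. 2a do not, edgeR called 2016 genes (793 higher and 1223 lower in KO mice, 3513 by DESeq2). The number was 557 without untreated WT library 2, 628 without untreated WT library 3, 345 without untreated KO library 2 and 304 without untreated KO library 3. All 15 T cell markers were lower, with a median log2 fold change of -3.72 (15 adjusted over the list alone, 8 without untreated KO library 3, camera adjusted p = 1.01e-30, and adjusted p = 0.15 with an estimated correlation). Of the called genes with a position, 1.2% lay within 20 Mb of Dnajc10 on chromosome 2, against 1.27% of all tested genes, which argues against a passenger region as the main source. The 6 positional genes of the distal colon had a median log2 fold change of 0.208 (group means differing by 0.284, SE 0.111). Over all genes 0 of them passed, and 2 were higher adjusted over the list alone. This argues against a large shift in the stretch of colon sampled, but cannot exclude a small one. If a fixed difference in background between the mice were the whole cause, most of these genes would differ alike in DSS-treated mice, which are other libraries, and 41.9% did (41.0% of all genes). Of 957 genes called in both comparisons 648 went in opposite directions, which leaves open the 309 that went in the same. Among the 309 is Ighg2c, with the limits given for it, at -4.88 in untreated and -4.90 in DSS-treated mice. The paper's methods name different suppliers for the wild-type strain and the KO mice. Genotype and origin of the mice thus cannot be told apart, and a background difference stays open for these genes. The smooth muscle and the enteric neuron and glia lists were both higher in untreated KO mice (medians 1.30 and 1.17). A larger share of muscle wall in the untreated KO tissue was not tested as a source. Differences in housing or microbes between the untreated mice were not tested either, and the source of the calls stays open.

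The clock gene Dbp was lower in DSS-treated KO than in DSS-treated WT mice by edgeR's quasi-likelihood test (log2 fold change -3.26, SE 0.30, n = 3 libraries per group, adjusted p = 0.000338), and Arntl was lower in DSS-treated than in untreated WT mice (log2 fold change -1.23), a call lost without untreated WT library 2 (adjusted p = 0.0552) or 3 (adjusted p = 0.0755) and in a fit of the 2 WT groups alone. Between the DSS-treated groups, all 10 genes that peak with Dbp were lower, and 3 of 4 that peak with Arntl (Bmal1) were higher, Arntl itself by 1.20, Npas2 by 1.08 and Nfil3 by 1.79, while Clock did not pass (adjusted p = 0.763). The medians of these lists lay 2.48 apart on the log2 scale, in opposite directions, as tissue taken at another time of day would give. Genes that peak with Dbp also had a median log2 fold change of 0.72 between untreated KO and WT mice and of -1.93 with DSS in KO mice (-0.07 and 0.40 for those that peak with Arntl). Arntl itself did not pass in these 2 comparisons (-0.017, adjusted p = 0.942, and -0.018, adjusted p = 0.894, same edgeR test). Opposite movement was therefore not clear there. Between the DSS-treated groups it is what a difference in the hour of sampling would give. The labels do not give the hour, and a shift of the clock by inflammation would look the same. Clock genes fell into this order between libraries of the same day label, so part of the other changes may follow the hour as well. How many was not tested.

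The contractile genes of smooth muscle had a median log2 fold change of -2.01 between DSS-treated KO and WT mice, and all 17 were called in each fit that left out 1 library. In untreated mice the direction was the opposite, with list means of 7.06 and 7.62 log2 CPM in WT and 8.54 and 8.74 in KO mice. There 11 of the 17 were higher (17 adjusted over the list alone, median 1.30, n = 2 libraries per group). Of the 17 markers of enteric neurons and glia 7 were higher there (16 adjusted over the list alone, median 1.17). Camera with an estimated correlation gave adjusted p = 0.375 and 0.39 for these 2 lists. A few genes taking up the counts is argued against. The 10 largest genes held 6.63%, 8.14% and 8.61% of the counts in the DSS-treated KO libraries. In the DSS-treated WT libraries they held 8.35% to 9.04%. A smaller share of muscle wall in the sampled tissue cannot be told apart from lower expression in muscle, because markers of enteric neurons and glia also fell but their median lay 1.09 above that of the muscle genes, between the values set for the alternatives. A loss of muscle with disease is a further open explanation that was not tested.

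With 3 DSS-treated libraries per genotype there are 10 splits of the 6 libraries, too few for a share under 0.05. The real split called 6096 genes (1 of 10 splits reached that number) and the highest of the other splits called 0 by edgeR. Each other split mixes both genotypes within each group, so the genotype difference adds to the spread there and lowers the calls. The contrast between these numbers therefore cannot decide on chance.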

How the results depend on the processing

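The count thresholds of p under 0.05 and fold of at least 2 were chosen only after the results had been seen, and all other alternatives were set beforehand.

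Leaving out each library in turn gave 3237 to 5767 called genes between DSS-treated KO and WT mice, 0 to 9 between DSS-treated and untreated WT mice, 5623 to 9133 in KO mice, 304 to 2900 between untreated KO and WT mice, and 2824 to 5877 for the interaction. At p under 0.01 and fold over 3 the ranges were 664 to 1016, 71 to 123 and 2177 to 2801 for DSS-treated KO against WT, WT with DSS and KO with DSS. The log2 fold change of Dnajc10 lay between -2.42 and -2.24, and 17 to 19 gene lists passed. With fewer libraries the test has fewer degrees of freedom.

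DESeq2 called 173 genes in WT mice with DSS and 3513 between untreated mice, and a fit of only the groups compared called 0 (2152 at an unadjusted p under 0.05) and 3819. The cause was not tested. Requiring 10 counts in every library, which tests fewer genes, gave 488 and 48 genes at p under 0.01 and fold over 3 for DSS-treated KO against WT and for WT with DSS. The thresholds of p under 0.05 and fold of at least 2 gave 2992, 513 and 5455 genes.

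Taking the library number as a block gave 3622 called genes between DSS-treated KO and WT mice and 0 in WT mice with DSS (1690 at an unadjusted p under 0.05). Nothing in the labels says that a number marks a shared animal, litter or day. Same-numbered pairs correlated at -0.185 to 0.273 (median 0.125, 5 of 10 over 0.1) and other pairs at a median of -0.0643 (4 of 27 over 0.1). Pairing was to be assumed only with every same-numbered pair over 0.1, and not every library correlated best with its own number, so the shared numbers remain a hint and the fit without the block was kept. Called genes with the block were 6272 in KO mice with DSS, 2237 between untreated mice and 4355 for the interaction. Between DSS-treated KO and WT mice, Il6, Saa3 and Cryab were not called with the block (adjusted p = 0.0656, 0.0868 and 0.0777), nor were the mucin and fibroblast lists by camera (both 0.0858), while adipocyte markers were (0.035). Agr2 had a log2 fold change of 0.195. Called members with the block were 6 for mucin synthesis, 4 for proliferation, 2 for apoptosis, 5 for interferon and 3 each for mitochondrial, lipid and protein disulfide isomerase genes.

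Of 32 gene lists, 18 passed camera between DSS-treated KO and WT mice with the preset correlation and 0 with an estimated one (6 at an unadjusted p under 0.05, lowest adjusted p = 0.167). The cause was not tested. Fibroblast markers were also lost without DSS-treated WT library 3 (adjusted p = 0.278) or DSS-treated KO library 4 (adjusted p = 0.159), adipocyte markers passed without DSS-treated WT library 4 (adjusted p = 0.00797), squamous genes were lost with 10 counts in every library (adjusted p = 0.0727), and absorptive markers passed without DSS-treated WT library 3 (adjusted p = 0.0391) or DSS-treated KO library 4 (adjusted p = 0.0448). Of 48 named genes, 31 kept their side of the threshold in all settings, 11 lost it in at least 1 and 5 passed in at least 1. Agr2, which was not called, changed sign without DSS-treated KO library 4 (log2 fold change -0.00254). Its highest value among fits without 1 library was 0.151. RLE factors and no filter moved no count by over 1.5 times. With 10 counts in every library, 7 cytokines and chemokines, 3 neutrophil markers and 3 squamous genes rose, since fewer were tested. With only the groups compared, 5 mitochondrial genes fell, and 19 ER chaperones were lower in untreated KO mice.

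A limma test on the table's normalized columns, set beforehand, was not run, since only count columns were assigned to groups, and the alternatives for tables without counts or with transcripts did not apply. Depth limits genes near the floor, such as Il6 and Tram1l1, at 0.0412 and 0.536 CPM in DSS-treated WT mice.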

Differences from the paper's values

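The thresholds of p under 0.05 and fold of at least 2 were chosen only after the results had been seen, and the other settings were set before the data were examined.

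For DSS-treated KO against DSS-treated WT mice the paper's number of differentially expressed genes is about 3500 in Fig. 2a, read by eye, and the value here was 890 at the thresholds of the paper's methods (p under 0.01 and fold over 3). Fig. 2a states no thresholds. The value differed under every alternative set before the data were examined (488 to 1016). With p under 0.05 and fold of at least 2, chosen after seeing the values, it was 2992, and of the 3479 genes that pass these thresholds in the authors' deposited comparison it drops 567, of which 319 were not tested here. The total of the circle in Fig. 2a equals that count in the deposited table, where 1256 genes pass p under 0.01 and fold over 3.

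For DSS-treated against untreated WT mice the paper's number is about 1000 in Fig. 2a, read by eye, and the value here was 86, from 2 untreated libraries where the figure's legend gives n = 3 per group (48 to 127 under the alternatives set before the data were examined, all of which differ). With p under 0.05 and fold of at least 2, chosen after seeing the values, it was 513, which also differs. For DSS-treated against untreated KO mice the paper's number is about 6100 in Fig. 2a, read by eye, and the value here was 2841, again with 2 untreated libraries (1961 to 3018 under the alternatives set before the data were examined, all of which differ). With p under 0.05 and fold of at least 2, chosen after seeing the values, it was 5455. Which of the paper's own genes these 2 settings drop is not known, since the deposited table holds no such comparison.

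The paper states that DSS raised Sec31b, Cryab and Tram1l1 in the colons of KO mice. Here their log2 fold changes with DSS in KO mice were -2.22, -2.52 and -1.84, and against DSS-treated WT mice -1.69, -1.19 and -1.06, all negative. The authors' deposited signed folds for DSS-treated KO against DSS-treated WT mice are -3.23, -2.29 and -2.10. In untreated mice the authors' deposited folds of KO against WT are 1.66, 2.33 and 1.44, and the log2 fold changes here were 0.73, 1.22 and 0.52, none of which passed edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment (adjusted p = 0.216, 0.0678 and 0.455). The other genes that the paper names from the sequencing (Cxcl1, Cxcl2, Il1b, Il6, S100a8, S100a9, Saa3, Arg1, Nos2, Galnt5, St3gal2, Hsph1, Hyou1 and Ero1l) had the paper's direction and passed the test.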

Other observations

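No test in this part was chosen only after the result was seen, and the examples were picked from lists and from the rule for naming genes. In untreated mice, Gzmb, Cxcl9 and Cd8a were lower in ERdj5-KO than in WT colons. Gzmb, which encodes a granzyme of killer cells, was at 27.5 ± 6.24 CPM in untreated WT and 0.525 ± 0.0958 CPM in untreated KO mice (SD, n = 2 libraries per group), a log2 fold change of -5.71 (SE 0.46, adjusted p = 0.000608, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Cxcl9, a chemokine induced by interferon γ, was at 67.2 ± 4.32 and 0.754 ± 0.136 CPM (log2 fold change -6.49, SE 0.65, adjusted p = 0.00134, same test), and Cd8a had a log2 fold change of -4.29 (SE 0.37, adjusted p = 0.000746, same test). These calls held in each fit that left out 1 library. Of 18 interferon response genes, 14 were lower (18 adjusted over the list alone), with camera adjusted p = 1.12e-19 and adjusted p = 0.222 with an estimated correlation. That number was 4 without untreated WT library 2, 5 without untreated WT library 3, 1 without untreated KO library 2 and 7 without untreated KO library 3. Of 17 macrophage and monocyte markers, 10 were lower (15 adjusted over the list alone), including the monocyte receptor gene Ccr2 (log2 fold change -3.16), and the number was 3, 4, 2 and 3 without these libraries in the same order.

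Of 23 absorptive colonocyte markers, Car1, Car4 and Cyp2c55 were higher and Aqp4 lower in the same comparison (5 higher and 1 lower adjusted over the list alone), and 19 did not pass, with camera adjusted p = 0.0171 and adjusted p = 0.495 with an estimated correlation. Car4 was lost without untreated WT library 2 (0.0773) or 3 (0.123) or untreated KO library 2 (0.0737) or 3 (0.0828), and Aqp4 without untreated WT library 2 (0.0974) or 3 (0.0864) or untreated KO library 2 (0.133). Car1, a carbonic anhydrase, had a log2 fold change of 2.60 (SE 0.24, adjusted p = 0.00125, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and Cyp2c55 and the ion transport regulator Fxyd4 had log2 fold changes of 4.35 (SE 0.64, adjusted p = 0.00595) and 3.30 (SE 0.44, adjusted p = 0.00425) from the same test. With DSS, Cyp2c55 was lower in KO than in WT mice (1.86 against 13.1 CPM, adjusted p = 0.00485, same test), and Slc30a10 did not pass (adjusted p = 0.0636, same test). Of 18 genes of lipid and xenobiotic metabolism, 11 fell and 1 rose with DSS in KO mice (11 and 1 adjusted over the list alone, camera adjusted p = 7.57e-05, and adjusted p = 0.276 with an estimated correlation). Between the DSS-treated groups 5 of the 18 were lower in KO mice and 1 higher (5 and 1 adjusted over the list alone), and 3 were lower without DSS-treated WT library 2. Ppm1l was low in untreated WT mice (2.85 CPM, against 16.0, 20.5 and 19.1 CPM in DSS-treated WT, untreated KO and DSS-treated KO mice).

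In WT mice the clearest response to DSS was in epithelial defense. Of 15 antimicrobial and acute-phase genes, Nos2 passed over all genes, with the limits given for it, and 10 passed adjusted over the list alone. The median log2 fold change was 1.58, and camera gave adjusted p = 1.29e-24, and adjusted p = 0.0198 with an estimated correlation. Dmbt1, a bacteria-binding mucosal protein, went from 2154 to 8331 CPM (log2 fold change 1.95, SE 0.27, adjusted p = 0.094, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, so it did not pass over all genes). Of 15 T cell markers, 0 passed over all genes and 15 were lower adjusted over the list alone. Their median was -1.18 (camera adjusted p = 2.96e-17, and adjusted p = 0.384 with an estimated correlation). For neutrophil markers the median was 1.09, or 0.96 with 4 genes at 0 in untreated WT mice taken at their bounds.

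The paper measured several genes by other assays, some of them as protein. It reports the proteins of Il10 and Il22 as lower in KO than in WT mice after DSS. It reports CHOP protein as higher in KO mice, and Muc2 as comparable without DSS. For colon length and histology it gives a later day than Day 5, the day of these libraries. The values below are RNA levels. Between DSS-treated KO and WT mice, Muc2, the main mucin of the colon, was at 1763 ± 314 and 3138 ± 59.1 CPM (log2 fold change -0.83, SE 0.15, n = 3 libraries per group, adjusted p = 0.00378, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In untreated mice Muc2 was at 1727 in KO and 2692 CPM in WT mice (adjusted p = 0.0513, same test), and its interaction did not pass (adjusted p = 0.569, same test). The authors' deposited fold for Muc2 in untreated mice is -1.56, which passes at their adjusted p under 0.05. With DSS in KO mice Muc2 had a log2 fold change of 0.03 (adjusted p = 0.895, same edgeR test). The ER stress genes Hspa5 (GRP78) and Atf4 were higher in DSS-treated KO mice, with log2 fold changes of 0.86 (SE 0.21, adjusted p = 0.014) and 0.82 (SE 0.12, adjusted p = 0.00155) from the same test, and the call of Hspa5 was lost without DSS-treated WT library 3 (adjusted p = 0.0538). Xbp1, without regard to splicing, and Ddit3 (CHOP) did not pass (0.45, adjusted p = 0.0949, and -0.23, adjusted p = 0.26, same test). Xbp1 passed without DSS-treated KO library 2 (adjusted p = 0.0421). The tight junction genes Tjp1 (ZO-1) and Cldn1 had log2 fold changes of -0.26 (adjusted p = 0.189) and -1.47 (adjusted p = 0.0528) from the same test. Tjp1 passed without DSS-treated KO library 4 (adjusted p = 0.0168), and Cldn1 without DSS-treated WT library 2 (adjusted p = 0.0208), with at least 10 counts required in every library (adjusted p = 0.0461) and by DESeq2 (adjusted p = 0.0195). Il10 and Il22, at 0.867 and 0.733 CPM in DSS-treated KO mice, had log2 fold changes of 0.41 (adjusted p = 0.605) and 1.55 (adjusted p = 0.372), and Agr2 and Pdia3 had 0.08 (adjusted p = 0.68) and 0.32 (adjusted p = 0.0867), from the same test. Pdia3 passed by DESeq2 (adjusted p = 0.0411). In untreated mice both were lower in KO than in WT mice, Agr2 with a log2 fold change of -1.07 (SE 0.17, n = 2 libraries per group, adjusted p = 0.00739) and Pdia3 with -0.72 (SE 0.16, adjusted p = 0.0236), and both interactions passed (adjusted p = 0.00562 and 0.0067), from the same test. The untreated call of Agr2 has the limits given for it, and that of Pdia3 was lost without untreated WT library 2 (0.0592) or 3 (0.15) or untreated KO library 2 (0.124) or 3 (0.135).

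Between DSS-treated KO and WT mice, 6 of 13 enteroendocrine markers fell (7, with 1 higher, adjusted over the list alone), including the prohormone convertase gene Pcsk1 (-1.46) and the hormone gene Insl5 (-0.99), with camera adjusted p = 0.011 and adjusted p = 0.229 with an estimated correlation. Of 23 absorptive colonocyte markers, 2 rose, among them the adhesion gene Tmigd1 (2.81), and 3 fell, among them Ceacam1 (-0.91), with the same numbers adjusted over the list alone. Of 20 tight junction genes, 2 rose, the claudin genes Cldn8 (1.15) and Cldn4 (1.37), and 4 fell, for example Cgn (-0.50) and Jam2 (-1.58), with 3 and 6 adjusted over the list alone. Cldn4 was lost without DSS-treated WT library 3 (adjusted p = 0.0546, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Of 11 crypt stem cell markers, 2 rose and 2 fell (the same adjusted over the list alone), and of 9 tuft cell markers 1 fell, Sh2d6 (0 adjusted over the list alone, by edgeR). The call of Sh2d6 held only without DSS-treated KO library 2 or 4 and was lost without any other library (up to adjusted p = 0.112 without DSS-treated WT library 4, same test). Of 17 genes of squamous epithelium and keratinization, 6 rose (7, with 1 lower, adjusted over the list alone), including the keratin genes Krt6b (3.71) and Krt13 (2.72), with camera adjusted p = 0.000604 and adjusted p = 0.229 with an estimated correlation. Of 16 apoptosis effectors, 5 rose, for example Bax (0.83), and 1 fell (6 and 3 adjusted over the list alone). The number that rose was 3 without DSS-treated WT library 2, 2 without DSS-treated WT library 3 and 3 without DSS-treated KO library 4. The median of the apoptosis list was -0.02 and its mean 0.05.

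Among non-epithelial lists in the same comparison, 2 of 12 fibroblast markers fell, the matrix genes Lum (-1.76) and Dpt (-1.53), with the same number adjusted over the list alone. Lum was lost without DSS-treated WT library 3 (adjusted p = 0.0712), and Dpt without DSS-treated WT library 3 (adjusted p = 0.075), DSS-treated KO library 1 (adjusted p = 0.0533) or DSS-treated KO library 4 (adjusted p = 0.0545), by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The camera test of this list gave adjusted p = 0.0454, and adjusted p = 0.704 with an estimated correlation, 0.278 without DSS-treated WT library 3 and 0.159 without DSS-treated KO library 4. Of 8 mast cell markers 1 rose, the histamine enzyme gene Hdc (3.55), and 1 fell, the growth factor receptor gene Kit (-1.17), and both lists of calls were the same adjusted over the list alone. Of 11 endothelial markers 2 fell, Lyve1 and Prox1 (0 adjusted over the list alone), and of 10 adipocyte markers 2 fell, Plin4 and Pck1 (2 adjusted over the list alone). Lyve1 was lost without DSS-treated WT library 3 (0.131) or 4 (0.055) or DSS-treated KO library 2 (0.0965). Prox1 was lost without DSS-treated WT library 3 (0.129) or 4 (0.108), untreated KO library 2 (0.0535) or 3 (0.0538), or DSS-treated KO library 1 (0.0877) or 2 (0.0948). The median of the 6 blood markers was 0.03 and their mean -0.33. All 12 markers of B and plasma cells failed to pass, with a median of 0.63 (camera adjusted p = 0.346). Of 13 mitochondrially encoded genes, 8 fell (9 adjusted over the list alone), for example ND4L (-1.20), with camera adjusted p = 7.19e-05 and adjusted p = 0.441 with an estimated correlation, and 4 fell without any one of DSS-treated WT libraries 2 and 3 and DSS-treated KO library 2. Of 6 positional genes of the distal colon 1 fell, Hoxa13 (-0.79, 1 adjusted over the list alone). Of the pancreatic acinar markers only Cela1 was tested, and it fell (-0.98).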
